# PRMT1 mediated methylation of cGAS suppresses anti-tumor immunity

**DOI:** 10.1038/s41467-023-38443-3

**Published:** 2023-05-17

**Authors:** Jing Liu, Xia Bu, Chen Chu, Xiaoming Dai, John M. Asara, Piotr Sicinski, Gordon J. Freeman, Wenyi Wei

**Keywords:** Immunosurveillance, Cancer immunotherapy, Methylation, Pattern recognition receptors

## Abstract

Activation of the cGAS/STING innate immunity pathway is essential and effective for anti-tumor immunotherapy. However, it remains largely elusive how tumor-intrinsic cGAS signaling is suppressed to facilitate tumorigenesis by escaping immune surveillance. Here, we report that the protein arginine methyltransferase, PRMT1, methylates cGAS at the conserved Arg133 residue, which prevents cGAS dimerization and suppresses the cGAS/STING signaling in cancer cells. Notably, genetic or pharmaceutical ablation of *PRMT1* leads to activation of cGAS/STING-dependent DNA sensing signaling, and robustly elevates the transcription of type I and II interferon response genes. As such, PRMT1 inhibition elevates tumor-infiltrating lymphocytes in a cGAS-dependent manner, and promotes tumoral PD-L1 expression. Thus, combination therapy of PRMT1 inhibitor with anti-PD-1 antibody augments the anti-tumor therapeutic efficacy in vivo. Our study therefore defines the PRMT1/cGAS/PD-L1 regulatory axis as a critical factor in determining immune surveillance efficacy, which serves as a promising therapeutic target for boosting tumor immunity.

## Abstract (web summary)

cGAS/STING mediated immunity is linked to the anti-tumor response, but how tumor-intrinsic cGAS signals are countered during tumorigenesis and immune evasion is poorly understood. Here the authors show PRMT1 suppresses the anti-tumor immune response via arginine methylation of cGAS.

## Introduction

Innate immunity serves as the first defense mechanism against infective bacteria and viruses, among which cyclic GMP-AMP synthase (cGAS) is a major sensor for the presence of cytosolic DNA derived from bacterial or viral infection^1–3^. Upon stimulation by cytosolic DNA, cGAS converts ATP and GTP into 2′3′-cyclic GMP-AMP (cGAMP)^4–6^. As a second messenger, cGAMP binds with the stimulator of interferon genes (STING)^5,7^, triggers its translocation from the endoplasmic reticulum (ER) onto Golgi apparatus to server as a platform to recruit TANK-binding kinase 1 (TBK1) and IκB kinase (IKK) for the phosphorylation of the downstream effectors such as interferon regulatory factor 3 (IRF3) and NF-kappaB (NF-κB), which initiate the transcription of type I interferons (IFNs) and cytokines^8–10^.

The presence of cGAS/STING signaling in both tumor cells and immune-competent mice is essential for anti-tumor immunity, and depletion of cGAS and/or STING in either tumor cells or immune-competent mice robustly dampen the tumor immunogenicity and efficiency of immunotherapy^11,12^. On the other hand, administration of cGAMP or STING agonists synergize with immune checkpoint blockades (ICBs) in the syngeneic mouse models^11,13,14^. Moreover, therapies that disrupt DNA damage repair to elevate cytosolic DNA levels, such as PARP inhibitor, CHK1 inhibitor, and ATM inhibitor, synergize with anti-tumor immunotherapy in part through activating the cGAS/STING pathway^15–17^.

Notably, the posttranslational modification of cGAS, including ubiquitination, acetylation, and phosphorylation, has been reported to regulate its enzymatic activity in both immune cells and cancer cells^18–23^. However, it remains largely unknown how intra-tumoral cGAS/STING signaling is suppressed to facilitate the immune evasion of cancer cells. cGAS has a positive-charged lysine- and arginine-rich N-terminus, which is essential for cGAS phase transition and membrane translocation^24,25^. Arginine residue in protein undergoes methylation, which is catalyzed by protein arginine methyltransferase (PRMT)^26^. Three different types of arginine methylation exist for human protein, i.e., monomethylarginine (MMA), asymmetric dimethylarginine (ADMA), and symmetric dimethylarginine (SDMA)^26^. Protein arginine methylation plays an important function in negatively regulating antiviral responses, such as PRMT3-mediated RIG-1 methylation^27^, inhibition of IRF3 by PRMT6 independent of its enzyme acitivity^28^, PRMT7-mediated MAVS methylation^29^, PRMT5-mediated cGAS methylation^30,31^, although it is still controversial^32^. PRMT1 is the major type I PRMT that is responsible for over 90% of ADMA, a modification that frequently occurs in DNA- and RNA-binding proteins, such as the Histone and CHTOP^33–35^. However, it is still poorly understood whether and how PRMT1 regulates cGAS activity. Recently, PRMT1 inhibition has been reported to induce a viral mimicry response in human triple-negative breast cancer (TNBC) cells^36^, though whether and how it interferes cGAS/STING signaling remains elusive.

In this study, we provide evidence that the protein arginine methyltransferase, PRMT1, plays a critical role in suppressing cGAS/STING signaling through methylating cGAS at the conserved Arg133 residue on its N-terminus. Thus, PRMT1 is a potential target for cancer immunotherapy and PRMT1 inhibitor synergizes with immune checkpoint blockades to boost cancer immunity.

## Results

### PRMT1 methylates cGAS and suppresses cGAS/STING signaling in cancer cells

We speculate that PRMT1 might mediate cGAS arginine methylation to regulate innate immunity. To examine this hypothesis, we co-transfected HA-cGAS and GFP-PRMTs in HEK293T cells that lack endogenous cGAS and STING expression to avoid downstream inflammation signaling. Notably, we found that cGAS bound with only PRMT1 and PRMT2, but not other PRMTs we tested. Moreover, only PRMT1 triggered the asymmetric dimethylation on the arginine residues (ADMA) of both human and mouse cGAS (Fig. 1a, Supplementary Fig. 1a, b). In keeping with this finding, PRMT1 bound with endogenous cGAS (Fig. 1b) and methylated cGAS in vitro (Fig. 1c, Supplementary Fig. 1c). Moreover, the three catalytic-dead mutants of PRMT1, namely G98R, E162Q, and E171A^37,38^, were incapable of binding with or methylating cGAS (Fig. 1d, Supplementary Fig. 1d). Meanwhile, PRMT1-mediated arginine methylation of cGAS could be totally abolished by the PRMT1 inhibitors, MS023^39^ and GSK3368715^40^ (Fig. 1e), indicating that PRMT1 likely promotes the arginine methylation of cGAS in a catalysis-dependent manner.

**Fig. 1:**
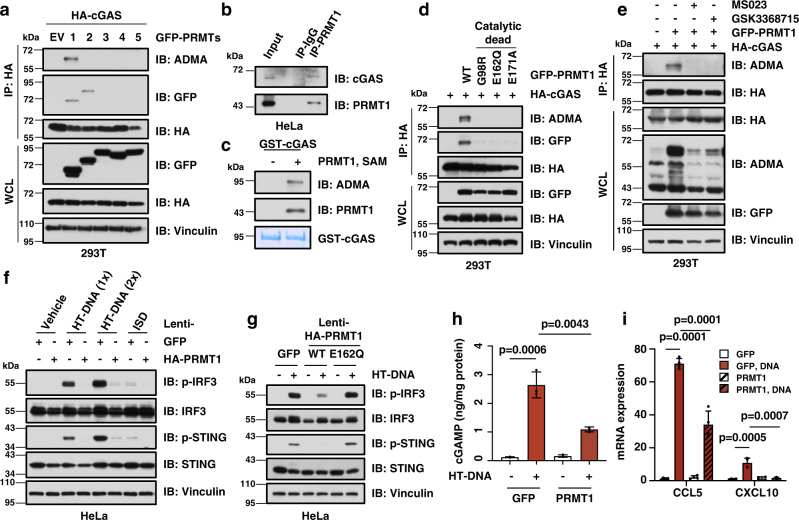
PRMT1 methylates cGAS and inhibits the cGAS/STING DNA sensing signaling. **a** PRMT1 interacts with and methylates cGAS. ADMA: asymmetric dimethylarginine. Immunoblot analysis of the HA immunoprecipitant and WCL derived from HEK293T cells that ectopically express HA-cGAS and GFP-PRMTs constructs. **b** Endogenous PRMT1 binds with cGAS. Immunoblot analysis of the immunoprecipitant derived from HeLa cells using either PRMT1 antibody or control IgG. **c** PRMT1 methylates cGAS in vitro. Purified GST-cGAS protein was incubated with PRMT1 protein and SAM for 1.5 hours, followed by immunoblot analysis with indicated antibodies. **d** PRMT1 methylates cGAS in an enzyme activity-dependent manner. Immunoblot analysis of the HA immunoprecipitant and WCL derived from HEK293T cells that ectopically express HA-cGAS and GFP-PRMT1 or indicated mutant constructs. **e** Inhibition of PRMT1 blocks cGAS methylation. Immunoblot analysis of the HA immunoprecipitant and WCL derived from HEK293T cells with the treatment of MS023 (6 µM) or GSK3368715 (6 µM) for 24 hours. **f** Stable overexpression of PRMT1 represses cGAS/STING DNA sensing signaling. HeLa cells stably expressing either GFP or HA-PRMT1 were stimulated with either HT-DNA (1×: 1 μg/mL; 2×: 2 μg/mL), or ISD (0.2 μg/mL) for 12 hours, followed by immunoblot analysis. **g** Immunoblot analysis of HeLa stable cell lines that expresses either GFP, HA-PRMT1-WT, or the catalytic-dead mutant HA-PRMT1-E162Q, with or without stimulation with HT-DNA (1 μg/mL) for 12 hours, followed by immunoblot analysis. **h** PRMT1 overexpression reduces DNA-stimulated cGAMP production. HeLa stable cells lines as in **f** were stimulated with 1 μg/mL of HT-DNA for 12 hours, followed by ELISA analysis to measure cGAMP levels. *n* = 3. **i** PRMT1 overexpression reduces DNA-stimulated expression of type I/II interferon response genes. HeLa stable cell lines as in **f** were stimulated with 1 μg/mL of HT-DNA for 12 hours, followed by qPCR analysis to measure the mRNA levels of CCL5 and CXCL10. *n* = 4. Data are presented as mean values ± SD for **h** and **i**. Two-tailed unpaired Student *t* test were used in **h** and **i**. Source data are provided as a Source Data file.

To further explore whether and how PRMT1-mediated cGAS methylation affects cGAS-dependent DNA sensing signaling in cancer cells, we established a HeLa cell line that stably over-expressed PRMT1 (Supplementary Fig. 1e) and found that PRMT1 overexpression robustly repressed cellular DNA sensing, reflected by reduced phosphorylation of STING and IRF3 after stimulation with DNA, including HT-DNA and ISD45 (Fig. 1f, Supplementary Fig. 1f, g). In contrast, stable overexpression of the catalytic-dead PRMT1-E162Q mutant was incapable of inhibiting DNA sensing (Fig. 1g, Supplementary Fig. 1h-j), indicating that the observed suppressive effect of PRMT1 on cGAS/STING DNA sensing pathway is likely catalysis-dependent. In further support of the role of PRMT1 in directly suppressing cGAS enzymatic activity rather than indirectly affecting the activities of components of its downstream STING/TBK1/IRF3 signaling, we found that PRMT1 overexpression reduced cGAMP production after DNA stimulation (Fig. 1h). In line with this finding, PRMT1 overexpression subsequently repressed the phosphorylation of STING and IRF3, and reduced the transcription of type I interferon response genes, including CCL5 and CXCL10 (Fig. 1i, Supplementary Fig. 1k).

### Genetic ablation or pharmaceutic inhibition of PRMT1 leads to activation of cGAS/STING signaling

To further determine the role of PRMT1 in controlling cGAS/STING signaling, we depleted the endogenous *PRMT1* using shRNA, and found that genetic deletion of PRMT1 activated the cGAS/STING/IRF3 signaling in HeLa cells in a time-dependent manner (Supplementary Fig. 2a–c). To exclude the potential effect of *PRMT1* ablation on cells proliferation rate, we further generated doxycycline (DOX)-inducible *PRMT1* knockdown cells and found DOX-induced transient *PRMT1* depletion mildly affected cell proliferation (HeLa-tet-on-sh*PRMT1*, Fig. 2a, Supplementary Fig. 2d). Similar like the constantly shRNA knockdown effect, DOX-induced *PRMT1* knockdown induced activation of cGAS-dependent DNA sensing signaling at basal and DNA-stimulated situations (Fig. 2b, Supplementary Fig. 2e, f). Moreover, deletion of *PRMT1* elevated cGAMP production (Fig. 2c) and transcription of type I interferon response genes (Fig. 2d). In echo with genetic *PRMT1* ablation, pharmaceutical inhibition of PRMT1 with the specific small molecule inhibitors, MS023^39^ and GSK3368715^40^, also led to a similar activation of DNA sensing signaling, but not RNA sensing signaling in dose- and time-dependent manners (Fig. 2e, f, Supplementary Fig. 2g–l). More importantly, PRMT1 inhibition-derived activation of DNA sensing signaling could be completely abolished by depleting endogenous *cGAS* (Fig. 2g, Supplementary Fig. 2m). Furthermore, PRMT1 inhibition also increased cGAMP production in *cGAS*^*+/+*^, but not *cGAS*^*−/−*^ cells (Fig. 2h, Supplementary Fig. 2n). These data together suggest that PRMT1 suppresses the cGAS/STING/IRF3 DNA sensing signaling in cancer cells via direct arginine methylation of cGAS (Fig. 2i).

**Fig. 2:**
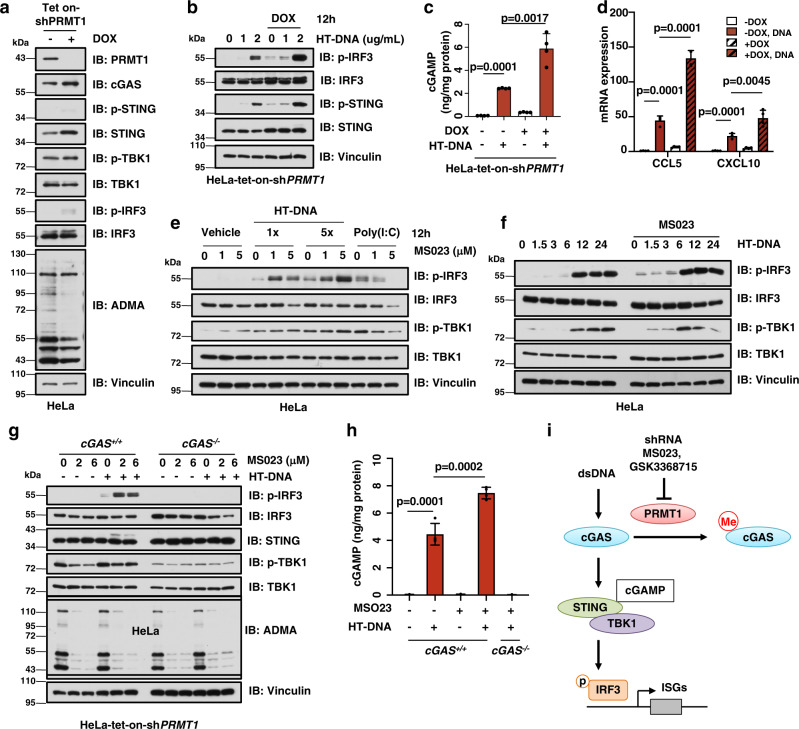
Genetic ablation or pharmaceutic inhibition of PRMT1 leads to activation of cGAS/STING signaling. **a** Immunoblot analysis of HeLa-tet-on-sh*PRMT1* stable cell lines. HeLa cells were infected with tet-inducible sh*PRMT1* and treated with doxycycline (DOX) for 3 days, followed by immunoblot analysis. **b** Genetic ablation of *PRMT1* activates cGAS/STING signaling. The stable HeLa cell as in **a** were stimulated with 1 μg/mL of HT-DNA for 12 hours, followed by immunoblot analysis. **c** Genetic ablation of *PRMT1* increases DNA-stimulated cGAMP production. The stable HeLa cells were treated as in **b**, followed by ELISA analysis to measure cGAMP levels. *n* = 4. **d** Genetic ablation of *PRMT1* increases DNA-stimulated expression of type I interferon response genes. The stable HeLa cells were treated as in **b**, followed by qPCR analysis to measure the mRNA levels of CCL5 and CXCL10. *n* = 4. **e** PRMT1 inhibition activates cGAS/STING signaling. HeLa cells were treated with 1 or 5 μM of MS023 for 48 hours, followed by stimulation with HT-DNA (1×: 1 μg/mL; 5×: 5 μg/mL) or Poly(I:C) for 12 hours, followed by immunoblot analysis. **f** PRMT1 inhibition activates cGAS/STING signaling in a time-dependent manner. HeLa cells were treated with 5 μM of MS023 for 48 hours, followed by stimulation with 1 μg/mL of HT-DNA for indicated hours, followed by immunoblot analysis. **g** PRMT1 inhibition activates cGAS/STING signaling in a cGAS-dependent manner. HeLa-*cGAS*-WT or *cGAS*-KO cells were treated with 2 or 6 μM of MS023 for 48 hours, then stimulated with 1 μg/mL of HT-DNA for 12 hours, followed by immunoblot analysis. **h** PRMT1 inhibition increases DNA-stimulated cGAMP production in a cGAS-dependent manner. HeLa-*cGAS*-WT or *cGAS*-KO cells were treated with 2 μM of MS023 for 48 hours, then stimulated with 1 μg/mL of HT-DNA for 12 hours, followed by ELISA analysis to measure cGAMP levels. *n* = 4. **i** A schematic diagram shows that PRMT1 methylates and suppresses cGAS function. Data are presented as mean values ± SD for **c**, **d**, **h**. Two tailed unpaired Student *t* test were used in for **c**, **d**, **h**. Source data are provided as a Source Data file.

### PRMT1 methylates cGAS at the conserved Arg133 residue on its N-terminus

Two conserved arginine residues in the N-terminus of cGAS, namely Arg-71 (R71) and Arg-75 (R75), are critical for cGAS anchoring on the plasma membrane^25^. Thus, we tested the potential role of R71/75 in PRMT1-mediated methylation by in vivo methylation assay (Fig. 3a, b). Notably, the methylation was unaffected by mutation of R71/75 to glutamic acid (E) but eliminated by truncation of the N-terminal 160 amino acids of cGAS (namely cGAS-δ160, Fig. 3a, b), suggesting that PRMT1 methylates cGAS on its N-terminus. The N-terminus of cGAS is essential for its function and regulation^20,24^, and contains multiple conserved arginine residues, including R60, R80, R124, R127, and R133 (Fig. 3a, Supplementary Fig. 3a, b). By mutating these arginine residues to lysine (K), we identified the R133 residue (R139 in mouse) as a major site for PRMT1-mediated methylation on cGAS (Fig. 3c, Supplementary Fig. 3c), which was further validated by the in vitro methylation assay and mass spectrometry analysis (Fig. 3d, Supplementary Fig. 3d–f).

**Fig. 3:**
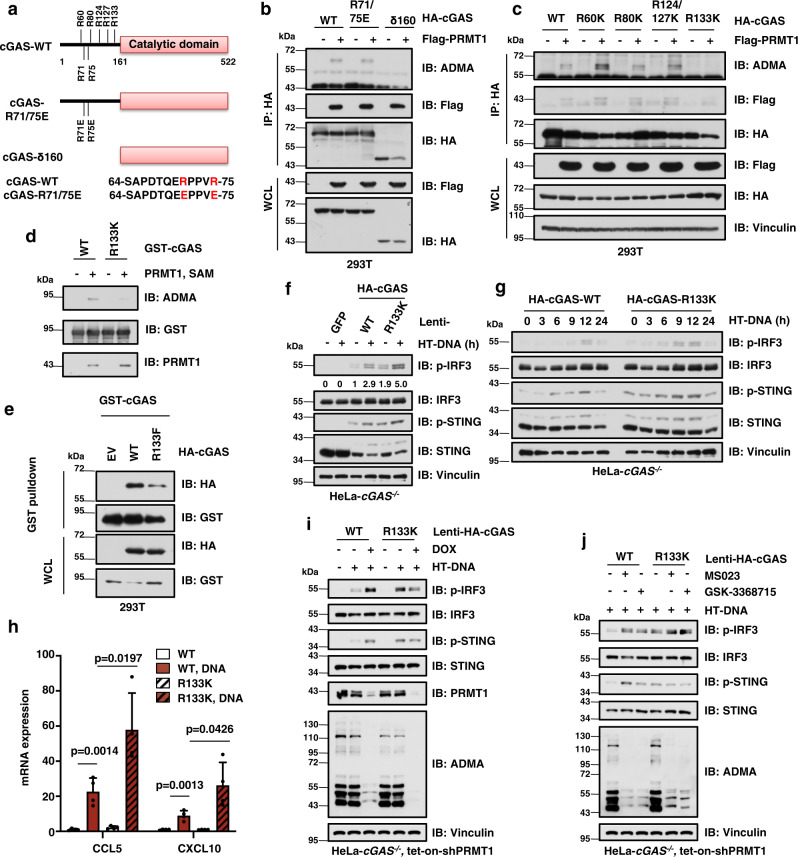
PRMT1 methylates cGAS at the conserved R133 residue to inhibit the cGAS/STING signaling. **a** Schematic diagram shows the conserved arginine residues in the N-terminus of cGAS. cGAS-δ160: cGAS that lacks the N-terminal amino acids 1–160. R71/75E: arginine 71/51 to glutamic acid mutant. **b** PRMT1 methylates cGAS at its N-terminus. Immunoblot analysis of the HA immunoprecipitant and WCL derived from HEK293T cells that ectopically express Flag-PRMT1 and HA-cGAS. **c** The conserved R133 in cGAS is a major site for PRMT1-mediated asymmetric dimethylation. **d** Mutation of the R133 residue largely reduces PRMT1-mediated methylation on cGAS in the in vitro methylation assay. **e** Mutation of the R133 residue represses cGAS dimerization. Immunoblot analysis of the GST pulldown products and WCL derived from HEK293T cells that ectopically express GST-cGAS together with HA-cGAS-WT or the R133F mutant constructs. R133F: arginine 133 to phenylalanine mutant. **f** Disruption of cGAS-R133 methylation activates cGAS/STING signaling. HeLa-*cGAS*^−/−^ cells expressing either HA-cGAS-WT or R133K were stimulated HT-DNA and followed by immunoblot analysis. **g** Disruption of cGAS arginine methylation activates cGAS/STING signaling in a time-dependent manner. The stable HeLa cell lines as in **f** were stimulated with HT-DNA for indicated times, followed by immunoblot analysis. **h** Disruption of cGAS arginine methylation increases DNA-stimulated expression of type I interferon response genes. The stable HeLa cell lines as in **f** were stimulated with HT-DNA, followed by qPCR analysis. Two-tailed unpaired Student *t* test, *n* = 4. Data are presented as mean values ± SD. **i** Mutation of cGAS-R133 abolished PRMT1-mediated regulation of the cGAS/STING signaling. The stable HeLa cell lines as in **f** were infected with tet-inducible sh*PRMT1* lentivirus, treated with DOX, and stimulated with HT-DNA, followed by immunoblot analysis. **j** PRMT1 inhibition activates the cGAS/STING signaling in cGAS-WT expressing cells, but not in the cGAS-R133K mutant expressing cells. The stable HeLa cell lines as in **f** were treated with MS023 (6 µM) or GSK3368715 (6 µM) for 48 hours and stimulated with HT-DNA, followed by immunoblot analysis. Source data are provided as a Source Data file.

Mechanistically, the methylation-mimic mutant cGAS-R133F repressed the dimerization of cGAS (Fig. 3e), but had relatively little effect on its DNA binding capability or subcellular localization (Supplementary Fig. 3g–i), suggesting that the methylation on the R133 might perturb cGAS homodimerization. Functionally, a stable HeLa cell line expressing the methylation deficient mutant cGAS-R133K had a relatively higher basal level and DNA-stimulated levels of p-STING and p-IRF3 in dose- and time-dependent manners (Fig. 3f, g, Supplementary Fig. 3j-m), thus elevating the expression of type I interferon response genes, CCL5 and CXCL10 (Fig. 3h). In contrast, the stable cell lines expressing methylation-mimic cGAS-R133F mutant had a relatively lower level of p-IRF3 than in WT cells (Supplementary Fig. 3n, o). Meanwhile, further depletion of *PRMT1* only activates cGAS/STING DNA sensing signaling in HeLa cells expressing WT-cGAS, but not in HeLa cells expressing the cGAS-R133K mutant (Fig. 3i). Consistently, pharmaceutical inhibition of PRMT1 by MS023 and GSK3368715 elevated the phosphorylation of IRF3 only in HeLa cells expressing wild-type (WT)-cGAS, but not in HeLa cells expressing the cGAS-R133K mutant (Fig. 3j). Taken together, these data indicate that PRMT1-mediated methylation on the conserved R133 residue of cGAS suppresses the cGAS/STING DNA sensing signaling.

### PRMT1 suppresses tumor immunity in a cGAS-dependent manner

Because the cGAS/STING pathway is essential for anti-tumor immunity^11,12^, we further determined whether PRMT1 is a rational target for immunotherapy. Through analyzing the role of PRMT1 in tumorigenesis and immune cell infiltration for patients in TCGA (see methods for details), we found PRMT1 was highly expressed in most cancer types, including breast cancer (BRCA, Supplementary Fig. 4a). More importantly, PRMT1 expression was negatively correlated with the infiltration of CD8^+^ T cells and macrophages in BRCA, skin cutaneous melanoma (SKCM), and head and neck squamous cell carcinoma (Fig. 4a, Supplementary Fig. 4b, c). Moreover, PRMT1 expression was reversely correlated with the effector T cell signature^41^ in BRCA and lung adenocarcinoma (Supplementary Fig. 4d).

**Fig. 4:**
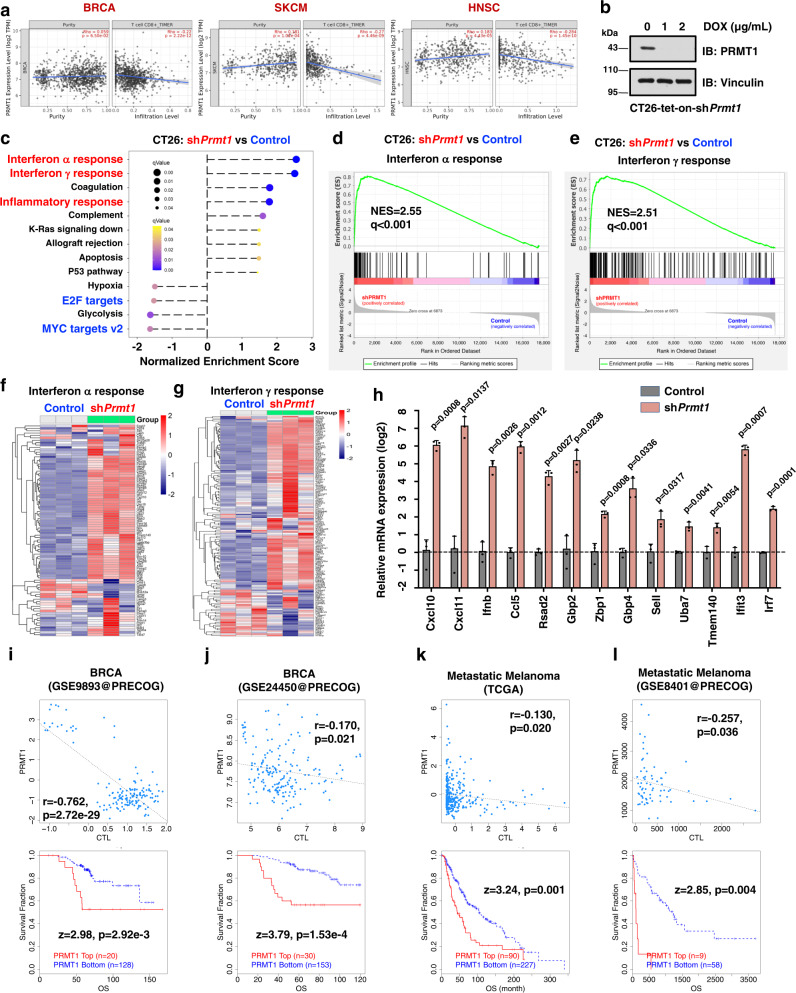
PRMT1 represses tumor immune cells infiltration in human tumor samples and in mouse tumor cells. **a** PRMT1 expression is inversely correlated with CD8+ T cells infiltration in multiple cancer types in TCGA by TIMER2. SKCM: skin cutaneous melanoma, HNSC: head and neck squamous cell carcinoma, BRCA: breast invasive carcinoma. Spearman correlation rho and *p* value are presented. Error band represents the 95% confidence interval. **b** Immunoblot analysis of CT26-tet-on-sh*Prmt*1 cells after treatment with doxycycline for 48 hours. CT26 mouse tumor cells were infected with tet-inducible-sh*Prmt1* lentivirus and selected with 5 μg/mL puromycin for 7 days. The stable CT26-tet-on-sh*Prmt1* cell lines were treated with indicated doses of DOX for 3 days and harvested for immunoblot analysis. **c** Genetic ablation of *Prmt1* activates the expression of type I and II interferon genes. The stable CT26-tet-on-sh*Prmt1* cell lines were treated with DOX for 3 days to induce deletion of endogenous *Prmt1*, then subjected to RNA-sequencing and Gene set enrichment analysis (GSEA). **d** Gene set enrichment plots of the IFN-α response hallmarks after genetic ablation of *Prmt1* in CT26 cells as in **b**. NES = 2.55, *q* < 0.001. **e** Gene set enrichment plots of the IFN-γ response hallmarks after genetic ablation of *Prmt1* in CT26 cells as in **b**. NES = 2.51, *q* < 0.001. **f** Heatmap of IFN-α response genes after genetic ablation of *Prmt1* in CT26 cells as in **d**. **g** Heatmap of IFN-γ response genes after genetic ablation of *Prmt1* in CT26 cells as in **e**. **h** Depletion of *Prmt1* in CT26 mouse tumor cells induces the transcription of Interferon α and IFN-γ response genes. Two-tailed unpaired Student *t* test, *n* = 4. Data are presented as mean values ± SD. **i**, **j** Correlation analysis between PRMT1 expression with cytotoxic T lymphocytes (CTL) infiltration and survival in BRCA, derived from GSE9893 (**i**) and GSE24450 (**j**) at PRECOG by TIDE. **k**, **l** Correlation analysis between PRMT1 expression with CTL infiltration and survival in metastatic melanoma, derived from TCGA (**k**) and GSE8401 (**l**) by TIDE. **i**–**l** Spearman correlation rho and *p* value are presented. Source data are provided as a Source Data file.

We next determined the causal effect of PRMT1 in tumor immune surveillance in vitro and in vivo. To this end, we generated a mouse cancer cell line CT26 that stably expressed a DOX-inducible *shPrmt1* construct (hereafter CT26-tet-on-sh*Prmt1*), which proceeded to RNA-sequencing to analyze PRMT1-responsive genes (Fig. 4b). 

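CT26 is a mouse colon carcinoma cell line. RNA was sequenced from 3 libraries of cells with a control hairpin (shControl) and 3 libraries of cells with the Prmt1 hairpin (shPrmt1). The shPrmt1 cells had been given DOX for 3 days, and the sample labels do not say whether the shControl cells were given DOX. The authors quantified the paired-end reads with Salmon on mm10 and deposited gene counts divided by DESeq2 size factors, referred to here as normalized counts. Every deposited value was a whole number of reads times the constant of its library, so the number of reads on genes could be recovered. It ran from 19077556 to 29233738 per shControl library, with a median of 24210990, and from 17284091 to 20179259 per shPrmt1 library, with a median of 17933875. The log2 of the normalized count + 1 was compared by limma for the 11485 genes with at least 10 normalized counts in at least 3 of the 6 libraries. On this scale the change of a gene with few reads is understated where its libraries are alike. Where single libraries lie near 0, the change can instead exceed that from DESeq2. The targeted gene, Prmt1 (ENSMUSG00000109324, chromosome 7 of mm10, 44975989 to 44986568, minus strand), had 5601, 5717 and 5620 normalized counts in the shControl libraries and 669, 761 and 683 in the shPrmt1 libraries. The shPrmt1 mean of 704 ± 49.8 (SD, n = 3) was 12.5% of the shControl mean of 5646 ± 62.2 (SD, n = 3). At an adjusted p-value under 0.05, 1684 genes were called as changed, 861 higher and 823 lower in shPrmt1 cells. The groups did not overlap in 38.0% of the genes tested, where chance gives 10%. Among the alternatives, requiring an absolute log2 fold change of at least 1 as well moved this number most, to 275 genes, 197 of them higher. With every library rescaled to the same total, 1082 genes were higher and 666 lower. DESeq2 on the recovered reads called 2058 genes, and 2671 were called with the replicate number as a block, although whether the numbers pair the libraries is not known. Single libraries also moved the number: 2472 genes were called without shPrmt1 2, 652 without shControl 1, 883 without shControl 2, 723 without shControl 3 and 1072 without shPrmt1 3.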

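Beside Prmt1, the named genes with the largest changes in shPrmt1 cells were chosen among the genes called by limma, with a mean of at least 50 normalized counts in the higher group and no overlap between the groups. Poln (ENSMUSG00000045102, chromosome 5, 34007179 to 34169448) rose from 12.7 ± 0.992 (SD, n = 3) to 223 ± 29.2 (SD, n = 3) normalized counts, a log2 fold change of 4.03 (standard error 0.18, adjusted p = 2.2e-05 from limma with Benjamini-Hochberg adjustment). Poln shares 108 bp of exon with Haus3 on the same strand, and Haus3 changed by -0.16 (adjusted p = 0.41). Tgtp1 rose from 17.6 ± 2.597 to 154 ± 28.2 normalized counts, a log2 fold change of 3.05 (standard error 0.21, adjusted p = 1.2e-04 from limma). Its transcript is 99.8% identical to that of Tgtp2, and the authors' counting may have divided reads between the 2 genes. The 3 other large increases, in Gm4951, Spats2l and Trim30d, had log2 fold changes of 2.97, 2.56 and 2.55. Among the decreases, the log2 fold change of Prmt1 itself was -3.004 (standard error 0.07, adjusted p = 3.8e-07 from limma). Car9 fell from 91.3 ± 20.2 to 9.67 ± 8.78 normalized counts, a log2 fold change of -3.46 (standard error 0.57, adjusted p = 0.0061). Ahcy went from 858 ± 203 to 164 ± 16.3 normalized counts, a log2 fold change of -2.36. Ahcy has 2 near-identical copies, Gm4737 and Gm9826, and the 3 genes together changed by -0.46, so its size is uncertain. Padi2 changed by -1.89 (adjusted p = 0.0022). Slc4a8 changed by -2.30 with an adjusted p of 0.048 from limma, and this call was lost without shControl 1 (-1.96, adjusted p = 0.171), shControl 2 (-2.48, 0.095), shControl 3 (-2.46, 0.104) or shPrmt1 3 (-2.45, 0.079), and also with a pseudocount of 0.5, without the filter on low counts or without the trend of the variance with expression.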

Notably, *Prmt1* depletion elevated the expression of type I and II interferons response genes (Fig. 4c–g), and other inflammation-related genes signatures, including inflammatory response and IL6-JAK-STAT3 signaling (Supplementary Fig. 4e–g). 

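To follow these signatures, 7 gene lists modelled on the Hallmark sets were written by hand, and the Hallmark sets themselves were not used here, so the scores hold for these lists. Genes were ranked by the signal-to-noise ratio of normalized counts, and the classic enrichment score was tested with 10000 gene permutations in fgsea, with Benjamini-Hochberg adjustment over the 7 lists. The interferon alpha list had a normalized enrichment score (NES) of 6.11 in shPrmt1 against shControl cells (adjusted p = 3.5e-04 from fgsea). Of its 88 genes tested, 74 were higher in shPrmt1 cells, with a median log2 fold change of 0.57 against -0.01 for the genes outside the list. By limma, 50 of the 88 were called higher and 3 lower. The interferon gamma list had an NES of 5.85 with the same adjusted p, and 118 of its genes tested were higher, with 65 called higher and 5 lower by limma. The adjusted p of both lists stands for the smallest p that these permutations can give, 2.0e-04. The inflammatory response list scored 2.05 (adjusted p = 0.0030 from fgsea), with 57 of 95 genes higher and 22 called higher. The IL6-JAK-STAT3 list scored 1.25 (adjusted p = 0.193 from fgsea), short of the threshold. Of its 49 genes, 29 were higher and 9 called higher, and over its alternatives the adjusted p ran from 0.0046 with the fry rotation test to 0.67 without shPrmt1 1, where the score was 0.83. Of the alternatives, replacing the interferon alpha list by the Reactome interferon alpha/beta signaling set, chosen after seeing the data, moved its score most, to 1.76 (adjusted p = 0.024 from fgsea) with 12 genes ranked. The weighted score, which was set beforehand, gave 2.92. Gene permutation treats genes as independent. The calls of the interferon alpha, interferon gamma, inflammatory response and E2F lists in knockdown cells also held under fry and under camera with an estimated correlation between genes. The adjusted p-values were 2.2e-06, 6.3e-07, 5.2e-04 and 0.0096 from fry. From camera they were 7.7e-04 for both interferon lists. For the inflammatory response and E2F lists they were 0.047 from camera, close to the threshold. The calls of both MYC lists held under neither.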

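Each library can be summarised by the mean of a list's genes on the log2 scale, minus the mean of the shControl libraries. For the interferon alpha list this gave 0.62, 0.68 and 0.67 in the shPrmt1 libraries and -0.02, -0.01 and 0.03 in the shControl libraries. The interferon gamma list stood at 0.47, 0.50 and 0.51 in shPrmt1 cells, and the inflammatory response list at 0.18, 0.14 and 0.16. The means of the IL6-JAK-STAT3 list were smaller, at 0.11, 0.07 and 0.08. With 3 libraries against 3, an exact permutation test of such a mean cannot give a two-sided p under 0.1.

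**Figure D1:**
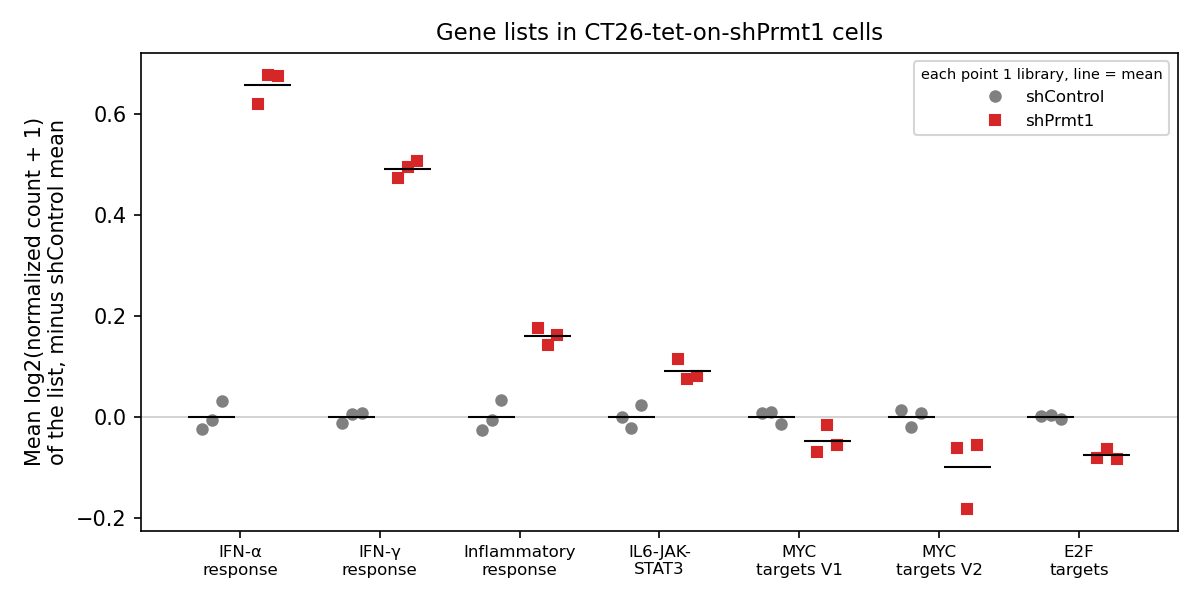
Mean log2(normalized count + 1) of the genes of each of the 7 lists, minus the mean of the shControl libraries, in shControl (grey circles) and shPrmt1 (red squares) CT26 cells. Each point is 1 library and each line the mean of 3. The 3 shPrmt1 libraries lie between 0.62 and 0.68 for the interferon alpha list, above all shControl libraries.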

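The 13 interferon genes that the study also measured by RT-qPCR were read out in the same libraries, and 11 of them passed the filter on low counts. Of these, 9 were called higher in shPrmt1 cells, both over all genes tested and when adjusted over the list alone. Whether the study chose these genes from the same libraries is not known, so the latter is not independent evidence. The log2 fold changes of the 9 ran from 1.19 for Ifit3 to 2.52 for Gbp4, and in each of the 9 every shPrmt1 library was above every shControl library. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose from 140 ± 7.77 (SD, n = 3) to 323 ± 34.6 (SD, n = 3) normalized counts, a log2 fold change of 1.20 (standard error 0.12, adjusted p = 4.9e-04 from limma). Irf7 (ENSMUSG00000025498, chromosome 7, 141262706 to 141266481) rose from 250.2 ± 31.9 to 872 ± 21.7 normalized counts, a log2 fold change of 1.804 (standard error 0.10, adjusted p = 5.1e-05 from limma). Rsad2, Gbp2, Uba7 and Zbp1 rose by 1.68, 1.86, 1.72 and 2.06. Ifit3 is 97.8% identical to Ifit3b, and the 2 genes together rose by 1.06. Tmem140, which Cyren overlaps on the other strand, had a log2 fold change of 1.22 (adjusted p = 0.016 from limma). Its call was lost without shControl 1 (1.22, adjusted p = 0.061), shControl 3 (1.00, 0.052) or shPrmt1 3 (1.06, 0.053). Ccl5 (-0.30, adjusted p = 0.51 from limma) was not called. Ifnb1 and Cxcl11 did not pass the filter on low counts and were not tested. They had 1 and 6 reads over the shControl libraries and 3 and 9 over the shPrmt1 libraries. From these profiles and the enrichment plots, the paper states that depletion of Prmt1 raises the response genes of type I and II interferons together with other inflammation-related signatures.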

The elevated expression of type I and II interferon response genes was further validated by RT-qPCR after genetic deletion of *PRMT1* (Fig. 4h). In line with the critical role of PRMT1 in suppressing tumor immune surveillance, relatively higher PRMT1 expression level predicted lower cytotoxic T lymphocytes (CTL) infiltration and a worse prognosis for patients with BRCA (Fig. 4i, j), metastatic melanoma (Fig. 4k, l), and several other cancer types, including multiple myeloma (MM, Supplementary Fig. 4h) and neuroblastoma (NB, Supplementary Fig. 4i). Furthermore, the reverse correlation between PRMT1 expression and CTL infiltration also occurred in other cancer types, including acute myeloid leukemia (AML), ovarian cancer (OVCA), lung cancer (LUCA), bladder cancer (BLCA), liver cancer, and diffuse large B cell lymphoma (DLBC, Supplementary Fig. 4h–o), supporting the notion that PRMT1 acts as a suppressor of tumor immune surveillance.

### Pharmaceutic inhibition of PRMT1 triggers tumor immunity in a cGAS-dependent manner in vitro and in vivo

To further explore the potential of PRMT1 as an immunotherapeutic target, we further treated CT26 cells with PRMT1 inhibitors, MS023 and GSK3368715, and performed RNA-sequencing for these samples (Fig. 5a). 

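CT26 cells were sequenced after 48 hours with vehicle, MS023 or GSK3368715, each inhibitor at 6 µM, in 3 libraries per group. The authors processed these 9 libraries as they did the knockdown libraries and deposited them as a separate table with its own size factors. The reads on genes ran from 48766758 to 73450043 per vehicle library (median 49681893), from 53597407 to 93697833 with MS023 (median 60576057) and from 40119305 to 77648780 with GSK3368715 (median 55349555). All 9 libraries entered a single limma fit over the 13014 genes past the same filter, so that the 3 groups share an estimate of the spread. Prmt1 mRNA was not called as changed under either inhibitor, with 15611 ± 488 (SD, n = 3) normalized counts in vehicle, 14826 ± 661 in MS023 and 15489 ± 806 in GSK3368715 cells (adjusted p = 0.35 and 0.91 from limma). The small change under GSK3368715, -0.01, turned to 0.01 without vehicle 2 and to 0.03 without GSK3368715 2. Under MS023, 3625 genes were called as changed, 1784 higher and 1841 lower, and the groups did not overlap in 44.5% of the genes, where chance gives 10%. Under GSK3368715, 1254 genes were called, 672 higher and 582 lower, and 27.7% of the genes did not overlap. A log2 fold change of at least 1 in either direction was reached by 365 of the MS023 genes and 114 of the GSK3368715 genes. With the same total in every library, 2200 genes were higher and 1509 lower under MS023, and 747 higher and 496 lower under GSK3368715. Without MS023 2, the MS023 count fell to 2409 genes. The GSK3368715 count was 586 without vehicle 3, 757 without GSK3368715 1 and 778 without GSK3368715 3. It was 597 when the MS023 libraries were kept out of the fit. In cells given GSK3368715, DESeq2 on the recovered reads called 1778 genes.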

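By the same rule as in knockdown cells, the largest changes under MS023 included Mnd1 (ENSMUSG00000033752, chromosome 3, 84087933 to 84155786). It fell from 768 ± 34.8 (SD, n = 3) in vehicle to 73.5 ± 6.51 (SD, n = 3) normalized counts, a log2 fold change of -3.37 (standard error 0.11, adjusted p = 1.1e-07 from limma). Reads of Mnd1 could be shared with the pseudogene Mnd1-ps, which is listed at 0 in every library. The other decreases were those of AA986860, Nxpe4, Enox1 and Aipl1, at -2.60, -1.97, -1.93 and -1.903. Tspoap1 rose from 151 ± 32.2 to 948 ± 66.6 normalized counts, a log2 fold change of 2.66 (standard error 0.24, adjusted p = 7.2e-05 from limma). Plxnc1 rose by 2.61, and Poln and Sema3b by 2.15 each. The largest increase fitted by limma, that of Gm20458 (3.78, adjusted p = 0.0497), rests on a gene whose exons are shared with Dbndd2 and Sys1. The sum of the 3 genes changed by -0.06. The call of Gm20458 was lost without vehicle 3 (1.85, adjusted p = 0.053) and without any MS023 or GSK3368715 library (adjusted p from 0.057 to 0.114). It was also lost on the recovered reads with DESeq2 (2.20, adjusted p = 0.192) and edgeR (2.23, adjusted p = 0.0502). The same held with a pseudocount of 0.5, without the filter, without the trend of the variance and with the replicate number as a block. Under GSK3368715, Plxnc1 had 80.7 ± 26.8 normalized counts against 12.4 ± 3.42 in vehicle, a log2 fold change of 2.598 (standard error 0.39, adjusted p = 0.0039 from limma). Poln, Il4i1, Bmp6 and Mpeg1 rose by 1.97, 1.92, 1.75 and 1.74. Il4i1 is overlapped by Tbc1d17 on the other strand, and whether the counting used strand is not stated in the paper's text. AA986860 fell by 1.98 and Mnd1 by 1.91, and 1810062G17Rik and Psg17 by 1.40 and 1.33. 1700013F07Rik (-1.44, adjusted p = 0.033) was not called without vehicle 1, vehicle 3, GSK3368715 1 or GSK3368715 3, with adjusted p-values from 0.087 to 0.109 and changes from -1.34 to -1.19.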

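In the inhibitor libraries, the interferon alpha list had an NES of 5.58 under MS023 and 6.20 under GSK3368715, and the interferon gamma list 5.83 and 6.52 (adjusted p = 2.8e-04 under MS023 and 4.7e-04 under GSK3368715, from fgsea). Of the 91 interferon alpha genes tested, 77 were higher under MS023 and 81 under GSK3368715, with median log2 fold changes of 0.46 and 0.40. By limma, 56 and 52 of them were called higher, and 4 and 2 lower. Of the 169 interferon gamma genes, 133 and 135 were higher, with a median of 0.28 for each inhibitor. The inflammatory response list scored 1.62 (adjusted p = 0.040) under MS023 and 1.59 (adjusted p = 0.043) under GSK3368715. These calls rest on single libraries. Under MS023 the call was lost without vehicle 1 (1.46, adjusted p = 0.085), vehicle 2 (1.53, 0.057), vehicle 3 (1.56, 0.0504) or MS023 3 (1.16, 0.26), and under GSK3368715 without vehicle 3 (1.48, 0.071) or GSK3368715 2 (1.34, 0.134). The IL6-JAK-STAT3 list scored 1.68 (adjusted p = 0.036) under MS023, a call lost without MS023 2 (1.49, 0.072) or MS023 3 (1.41, 0.124), and 2.07 (adjusted p = 0.0039) under GSK3368715. Under fry, both interferon lists and the IL6-JAK-STAT3 list held for both inhibitors, with adjusted p-values from 0.0032 to 0.0036. With camera and an estimated correlation between genes, no list held in the inhibitor libraries.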

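Of the 13 genes measured by RT-qPCR, 11 were called higher under MS023 and 11 under GSK3368715 by limma. Adjusted over the list alone, 12 and 11 were called, which is not independent evidence if the genes were chosen from these libraries. All 13 were higher in every inhibitor library than in every vehicle library. The called changes ran from 0.77 to 1.52 under MS023 and from 0.68 to 1.34 under GSK3368715. Cxcl10 had 1851 ± 115 (SD, n = 3) normalized counts in vehicle, 3151 ± 277 in MS023 and 3924 ± 122 in GSK3368715 cells (adjusted p = 8.6e-05 and 1.1e-04 from limma). Gbp2 had 3326 ± 673, 9415 ± 349.8 and 8383 ± 1401 normalized counts (adjusted p = 7.8e-05 and 7.2e-04 from limma). Ccl5 was not called under MS023 (0.25, adjusted p = 0.109) or GSK3368715 (0.15, adjusted p = 0.40). Ifnb1 had 9.23 ± 1.53, 14.3 ± 1.49 and 17.6 ± 7.36 normalized counts, and its change of 0.80 under GSK3368715 (adjusted p = 0.191 from limma) was 0.50 without GSK3368715 1. Without GSK3368715 2, 7 of the 13 genes were called under that inhibitor. The call of Irf7 (0.68, adjusted p = 0.017) was among those lost, and it was also lost without vehicle 3, with adjusted p-values of 0.057 and 0.055. Uba7 lost its GSK3368715 call without GSK3368715 1 or 2 (adjusted p = 0.052 and 0.051 from limma). The call of Cxcl11, which has few reads and which Gm2673 overlaps on the other strand, was lost without any of vehicle 2, vehicle 3, MS023 1 and MS023 2 under MS023 (0.83 to 0.97, adjusted p from 0.056 to 0.069 from limma), and without vehicle 2, vehicle 3 or any GSK3368715 library under GSK3368715 (0.91 to 1.17, adjusted p from 0.054 to 0.1004). Across the 11471 genes tested in both experiments, the log2 fold changes of the knockdown and of the 6 inhibitor libraries taken together had a Pearson r of 0.533 and a Spearman rho of 0.479. Of 817 genes called in both, 786 changed in the same direction. The 2 experiments have separate controls, and genes are not independent replicates.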

In line with the genetic ablation data, pharmaceutical inhibition of PRMT1 displayed the same phenotype, including elevated expression of type I and II interferons response genes and other inflammation-related gene signatures (Fig. 5b–f, Supplementary Fig. 5a–k). 

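The lists of MYC targets, MYC targets v1 with 200 genes and v2 with 58, scored -3.06 (adjusted p = 3.5e-04) and -2.40 (adjusted p = 5.6e-04 from fgsea) in shPrmt1 cells. The median log2 fold changes were -0.04 and -0.10, and by limma 13 and 6 genes were called lower. Under MS023 the scores were -5.36 and -3.14 (adjusted p = 2.8e-04 from fgsea), with 45 and 20 genes called lower. Under GSK3368715 they were -3.71 and -2.54 (adjusted p = 4.7e-04 and 5.6e-04), with 7 and 6 genes called lower and medians of -0.03 and -0.10. Under fry these shifts passed the threshold only with MS023 (adjusted p = 0.025 for v1 and 0.011 for v2) among the knockdown and the single inhibitors, and with both inhibitors taken together for v2 alone (adjusted p = 0.021). The means of the v1 list per library overlapped between GSK3368715 (-0.03, -0.05 and -0.02) and vehicle (-0.02, 0.06 and -0.04). Myc itself (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) had 2109.5 ± 82.5 (SD, n = 3) normalized counts in shControl and 2345 ± 108 in shPrmt1 cells, a log2 fold change of 0.15 (adjusted p = 0.153 from limma). In the inhibitor experiment it had 8685 ± 1432 in vehicle, 6791 ± 80.8 in MS023 and 7245 ± 737 in GSK3368715 cells. Its change under MS023 was -0.34 (standard error 0.11, adjusted p = 0.037 from limma). Over the alternatives the adjusted p ran from 0.0034 to 0.098, and the call was lost without vehicle 1 (-0.23, 0.098), vehicle 3 (-0.33) or any MS023 library (0.089, 0.097 and 0.083). It was also lost with every library rescaled to the same upper quartile (0.058) or total (0.061), and without the trend of the variance (0.081). The change under GSK3368715, -0.25, was not called (adjusted p = 0.168), but was without vehicle 2 (-0.38, 0.024).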

Interestingly, the expression levels of MYC-target genes were significantly reduced after genetic and pharmaceutical ablation of *PRMT1* (Fig. 5b, Supplementary Fig. 5c, d, h), which was consistent with previous reports depicting MYC as a suppressor of anti-tumor immunity^42,43^. Similarly, CDK4 and E2F1 also have been reported as downstream substrates of PRMT1^44,45^, thus the reduced gene signature of E2F targets might be due to the inactivation of CDK4/E2F signaling (Fig. 5b, Supplementary Fig. 5d). 

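The E2F target list, with 199 genes tested, scored -3.39 in shPrmt1 cells (adjusted p = 3.5e-04), -3.13 under MS023 (adjusted p = 2.8e-04) and -2.55 under GSK3368715 (adjusted p = 5.6e-04 from fgsea). The median log2 fold changes were small, at -0.06, -0.09 and -0.03, and 22, 51 and 16 genes were called lower against 4, 12 and 3 called higher. Under fry the shift held in knockdown cells and under MS023 (adjusted p = 0.011), but not under GSK3368715 (adjusted p = 0.265), where the means per library overlapped those of vehicle. E2f1 (ENSMUSG00000027490, chromosome 2, 154559407 to 154569892) had 1315 ± 104 (SD, n = 3) normalized counts in shControl and 797 ± 143 in shPrmt1 cells, a log2 fold change of -0.73 (standard error 0.13, adjusted p = 0.0094 from limma). It had 3935 ± 146 in vehicle and 3159 ± 188 in MS023 cells, a change of -0.32 (adjusted p = 0.0083 from limma). In GSK3368715 cells it had 3319 ± 279, and its adjusted p of 0.054 from limma was 0.0198 to 0.134 over the alternatives, the lowest with DESeq2. Cdk4, which Tspan31 overlaps on the other strand, was not called in knockdown (-0.05, adjusted p = 0.61), MS023 (0.15, adjusted p = 0.113) or GSK3368715 cells (0.05, adjusted p = 0.67).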

The elevated expression of type I and II interferon response genes was further validated by RT-qPCR after pharmaceutical inhibition of *PRMT1* (Fig. 5g). More importantly, PRMT1 inhibition-induced elevation in type I and II interferon response genes, including *Cxcl10*, *Ifnb,* and others, was completely abolished by depletion of endogenous *cGAS* (Fig. 5h, I, Supplementary Fig. 5l–u). These data suggest that genetic or pharmaceutical ablation of *PRMT1* increases the expression of type I and II interferon response genes in a cGAS-dependent manner, which might predict a better response to cancer immunotherapy.

**Fig. 5:**
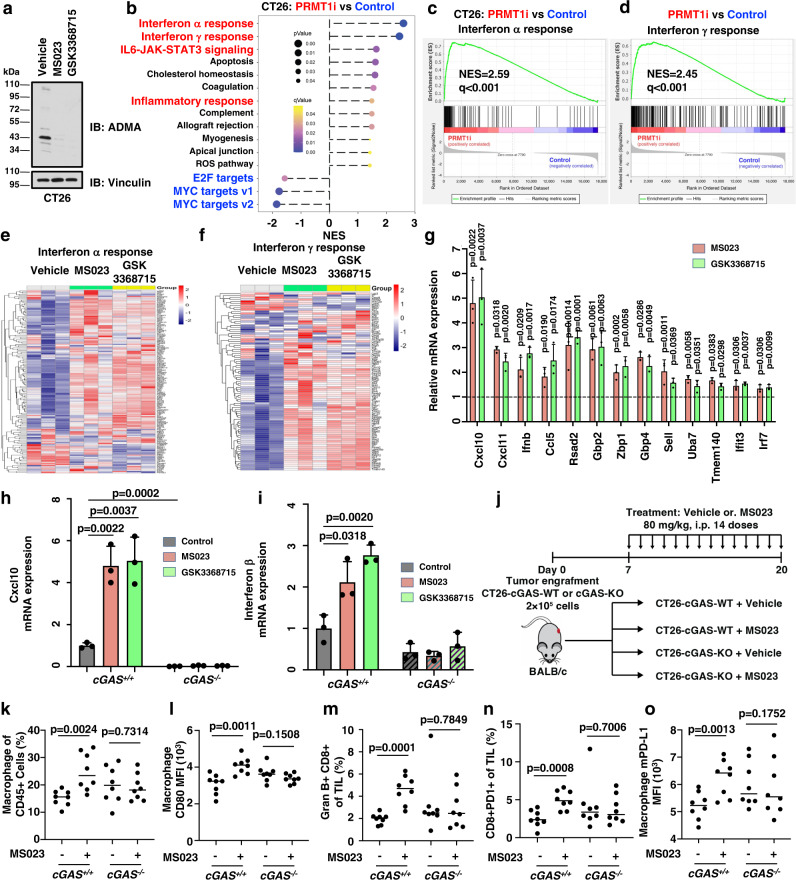
PRMT1 inhibition activates type I and II interferon response genes expression and promotes immune cell infiltration in a cGAS-dependent manner. **a** Immunoblot analysis of CT26 mouse tumor cells after treatment with 6 µM of MS023 or GSK3368715 for 48 hours. **b** PRMT1 inhibition activates the expression of type I and II interferon genes. CT26 cells were treated with MS023 (6 µM) or GSK3368715 (6 µM) for 48 hours, then subjected to RNA-sequencing and GSEA analysis. PRMT1i represents a total of 6 samples with either MS023 or GSK3368715 treatment. *n* = 3. **c**, **d** Gene set enrichment plots of the IFN-α (**c**) and IFN-γ response (**d**) hallmarks after treatment with PRMT1 inhibitors in CT26 cells. **e**, **f** Heatmap of IFN-α (**e**) and IFN-γ response (**f**) genes for CT26 cells after treatment with MS023 or GSK3368715 in CT26 cells as in **c** and **d**, respectively. **g** Inhibition of PRMT1 in CT26 mouse tumor cells induces the transcription of IFN-α and IFN-γ response genes. **h**, **i** PRMT1 inhibition increases Cxcl10 (**h**) and Interferon β (**i**) expression in a cGAS-dependent manner in CT26 cells. **j** A schematic diagram illustrates the animal experimental design for the tumor-infiltrating immune cells analysis. CT26-cGAS-WT and cGAS-KO cells were injected into BALB/c mice and tumors were harvested at 14 days after tumor engraftment, followed by isolation and staining of tumor-infiltrating immune cells. **k**, **l** PRMT1 inhibition induces macrophage infiltration (**k**) and activation (**l**) in CT26 cells-derived syngeneic tumor in a cGAS-dependent manner. **m**, **n** PRMT1 inhibition induces cytotoxic Gran B^+^CD8^+^ T cells (**m**) and CD8^+^PD-1^+^ T cells (**n**) in CT26 cells-derived syngeneic tumor in a cGAS-dependent manner. **o** PRMT1 inhibition increases mPD-L1 expression in tumor-infiltrated macrophages. Data are presented as mean values ± SD for **g**–**i**, *n* = 3. Data are presented as mean values with scatter dots for **k**–**o**, *n* = 8. Two-tailed unpaired Student *t* test were used in **g**–**o**. The animal experiments in **k**–**o** were replicated twice, and the representative data were presented. Source data are provided as a Source Data file.

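With MS023 and GSK3368715 taken as a single group of 6 libraries against 3 vehicle libraries, 2916 genes were called by limma, 1468 higher and 1448 lower, of which 248 reached an absolute log2 fold change of 1. Without vehicle 3 the number was 1509. After rescaling every library to the same total, 1671 genes were higher and 1202 lower. The NES of the interferon alpha and gamma lists were 5.95 and 6.30, and those of the MYC targets v1, MYC targets v2 and E2F lists -4.56, -2.99 and -2.87 (adjusted p = 2.8e-04 from fgsea). The inflammatory response and IL6-JAK-STAT3 lists scored 1.79 and 1.78 (adjusted p = 0.0186 from fgsea), and the former lost its call without vehicle 1 (1.57, adjusted p = 0.052). Across 13014 genes the log2 fold changes of MS023 and GSK3368715 had a Pearson r of 0.758 and a Spearman rho of 0.799. Both are taken against the same vehicle libraries, and 100 simulations of unchanged groups against these gave a mean r of 0.498 and at most 0.593. Of the genes called under both inhibitors, all 1177 changed in the same direction, 630 higher and 547 lower. The shared vehicle libraries favour the same direction. A single further simulation of unchanged groups gave 0 genes called under both. The adjustment of the p-values makes such a result likely beforehand, so it says little of the number. Having no changed genes, this simulation does not show how far sharing favours 1 direction among genes that change. A direct test of GSK3368715 against MS023 called 67 genes, 41 higher and 26 lower under GSK3368715. This number rests on single libraries. It was 28 without vehicle 3, 114 without vehicle 2, 11, 10 and 7 without GSK3368715 1, 2 and 3, and 2, 5 and 3 without MS023 1, 2 and 3. With every library rescaled to the same total, 22 genes were higher and 25 lower. On the scale of list means minus the vehicle mean, the interferon alpha list was at 0.41, 0.42 and 0.45 in MS023 and 0.38, 0.51 and 0.32 in GSK3368715 libraries, against 0.14, -0.16 and 0.02 in vehicle.

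**Figure D2:**
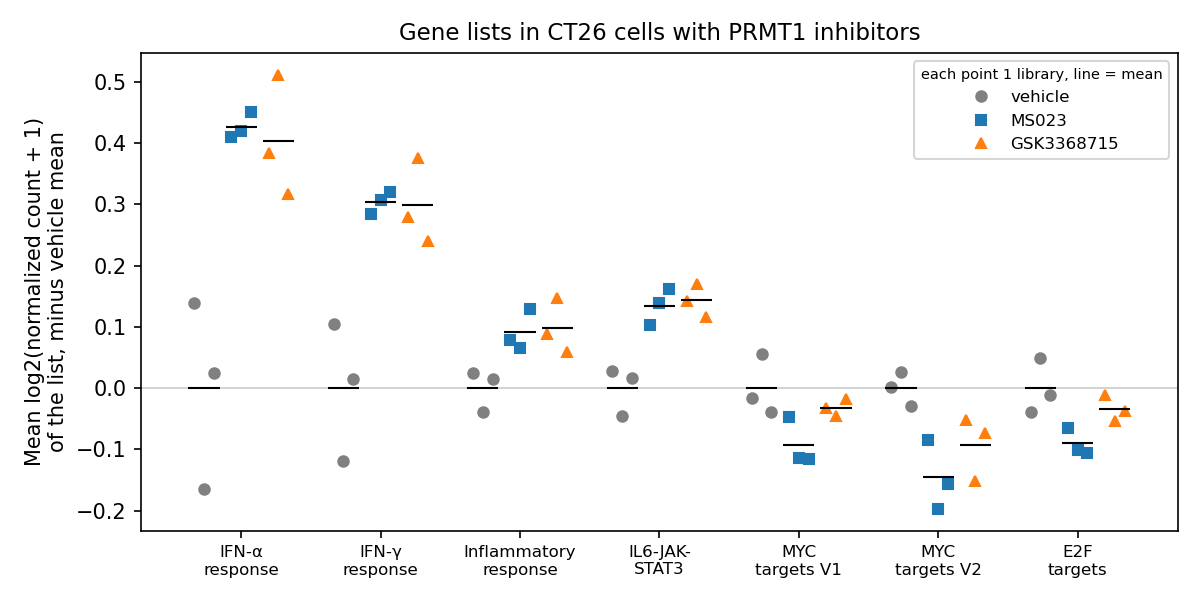
Mean log2(normalized count + 1) of the genes of each of the 7 lists, minus the mean of the vehicle libraries, in vehicle (grey circles), MS023 (blue squares) and GSK3368715 (orange triangles) CT26 cells. Each point is 1 library and each line the mean of 3. For the interferon alpha list all 6 inhibitor libraries lie between 0.32 and 0.51, above the vehicle libraries.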

To demonstrate the inhibitory effect of PRMT1 in cancer immune surveillance through methylation of cGAS in vivo, we measured immune cell infiltration in a syngeneic mouse model of engraftment with either CT26-*cGAS*-WT or CT26-*cGAS*-KO cells after treatment with PRMT1 inhibitor MS023 (Fig. 5j, Supplementary Fig. 5v). We found that PRMT1 inhibitor treatment stimulated macrophages infiltration in only CT26-*cGAS*-WT cell-engrafted tumor, but not the CT26-*cGAS*-KO cell-engrafted tumor (Fig. 5k). Moreover, PRMT1 inhibition increased the CD80 MFI in macrophages, indicating a relatively higher level of CD80 activation and cytotoxic T cells (GranB^+^CD8^+^) in CT26-*cGAS*-WT, but not the CT26-*cGAS*-KO cell-engrafted tumor (Fig. 5l, m). Notably, PRMT1 inhibition also led to an increased population of the CD8+ PD-1+ T cells in CT26-*cGAS*-WT, but not the CT26-*cGAS*-KO cell-engrafted tumor (Fig. 5n). This observation is consistent with the reverse correlation between PRMT1 level and macrophages or effector T cells infiltration in cancer patients (Fig. 4a, Supplementary Fig. 4b–d). Notably, we also observed an elevation of PD-L1 abundance in infiltrating macrophages after PRMT1 inhibition in CT26-engrafted tumors (Fig. 5o), which prompted us to further determine whether and how PRMT1 regulates PD-L1 expression.

### *PRMT1* ablation increases PD-L1 expression in a cGAS-dependent manner

To investigate how PRMT1 regulates PD-L1 expression, we next generated multiple mouse tumors cells, including CT26, MC38, 4T1, and B16, that stably expressed tet-inducible sh*Prmt1* (Supplementary Fig. 6a–d), and found that mPD-L1 expression was robustly elevated after doxycycline-induced knockdown of *Prmt1* in these mouse tumor cells (Fig. 6a, Supplementary Fig. 6b–d). Similarly, pharmaceutical inhibition of PRMT1 also increased mPD-L1 expression in these tumor cells (Fig. 6b, Supplementary Fig. 6e–g). To further determine whether PRMT1-mediated change in PD-L1 expression is cGAS-dependent, we depleted endogenous *cGAS* in CT26, MC38, and 4T1 mouse tumor cells, and found a significant reduction in mPD-L1 expression in these cells (Fig. 6c, Supplementary Fig. 6h–j). More importantly, genetic ablation or pharmaceutical inhibition of *PRMT1* increased mPD-L1 expression only in *cGAS-WT* cells, but not in *cGAS-KO* cells (Fig. 6d, e, Supplementary Fig. 6k–m). Moreover, mPD-L1 expression was also elevated in multiple mouse organs/tissues in mice treated with PRMT1-specific inhibitors, MS023 and GSK3368715 (Fig. 6f–i). In line with this finding, PD-L1 expression was positively correlated with cGAS level in human BRCA samples and BRCA cell lines (Fig. 6j, Supplementary Fig. 6n, o). Interestingly, the TNBC cells were largely cGAS-positive and PD-L1-positive, while most HER2-positive or ER2-positive BRCA cells had neither cGAS nor PD-L1 expression (Fig. 6j–l, Supplementary Fig. 6o). Moreover, these cGAS-positive TNBC cells, including MDA-MB-231, have intact cGAS/STING DNA sensing signaling (Fig. 6m, Supplementary Fig. 6p–r). Similar to the results in HeLa cells, DOX-induced genetic ablation of *PRMT1* in MDA-MB-231 cells also activated DNA sensing signaling, but not RNA sensing signaling (Fig. 6n, Supplementary Fig. 6s). These results imply that PRMT1 regulates PD-L1 expression in a cGAS-dependent manner, which might account for the repressive role of PRMT1 in cancer immune surveillance.

**Fig. 6:**
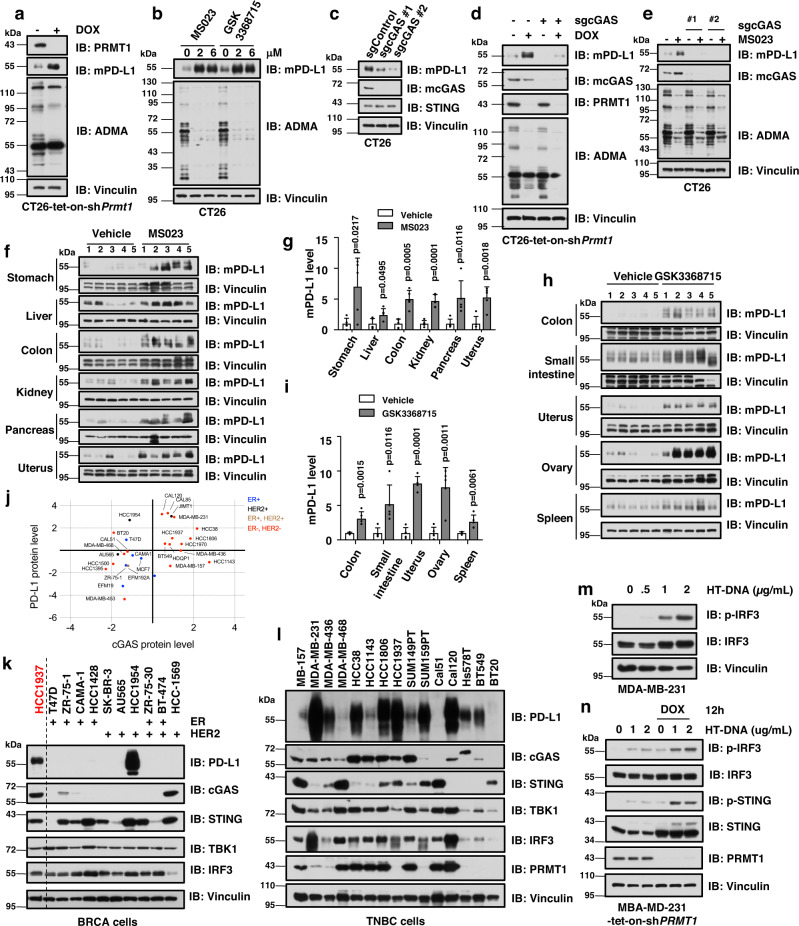
PRMT1 inhibition increase PD-L1 in a cGAS-dependent manner. **a** Genetic ablation of *Prmt1* elevates mPD-L1 expression. The stable CT26-tet-on-sh*Prmt1* cells were treated with DOX for 3 days to induce deletion of endogenous *Prmt1*, followed by immunoblot analysis. **b** PRMT1 inhibition elevates mPD-L1 expression. CT26 cells were treated with the indicated doses of MS023 or GSK3368715 for 48 hours, followed by immunoblot analysis. **c** Depletion of endogenous *cGAS* reduces mPD-L1 expression. **d** Genetic ablation of *Prmt1* elevates mPD-L1 expression in a cGAS-dependent manner. CT26-tet-on-sh*Prmt1* cells as in **a** were infected with sg*cGAS* lentivirus and treated with DOX, followed by immunoblot analysis. **e** PRMT1 inhibition elevates mPD-L1 expression in a cGAS-dependent manner. The stable cell lines as in **c** were treated with MS023, followed by immunoblot analysis. **f**, **g** Immunoblot analysis of mPD-L1 (**f**) and quantification (**g**) in different organs/tissues of mice after i.p. administration of 50 mg/kg MS023 or vehicle for 14 days. **h**, **i** Immunoblot analysis of mPD-L1 (**h**) and quantification (**i**) in different organs/tissues of mice after gavage of 80 mg/kg GSK3368715 or vehicle for 14 days. **j** Correlation analysis of cGAS and PD-L1 protein expression in human BRCA cell lines. The protein levels were retrieved from DepMap. ER+: estrogen receptor positive; HER2+: human epidermal growth factor receptor 2 positive; ER+, HER2+: ER and HER2 double positive; ER−, HER2−: ER and HER2 negative. **k**, **l** Immunoblot analysis of PD-L1 and cGAS in a panel of BRCA (**k**) and TNBC cell lines (**l**). **m** Immunoblot analysis of MDA-MB-231 cells after stimulation with indicated doses of HT-DNA for 12 hours. **n** Genetic ablation of *PRMT1* increases cGAS/STING DNA sensing signaling in MBA-MD-231 cells. MDA-MB-231 cells were infected with tet-on-sh*PRMT1* lentivirus and selected with 1 μg/mL of puromycin for 7 days. The stable cell lines were treated with DOX for 3 days, and stimulated with HT-DNA for 12 hours, followed by harvesting for immunoblot analysis. Data are presented as mean values ± SD, and two-tailed unpaired Student *t* test were used in for 6 **g** and **i**, *n* = 5.

### PRMT1 inhibitor synergizes with anti-PD-1 antibody to boost anti-tumor immunity

Given the critical role of PRMT1 in cGAS-dependent DNA sensing signaling and immune suppression in human and mouse tumor cells (Figs. 4 and 5), we next examined the potential of PRMT1 as a target of cancer immunotherapy. We noticed that PRMT1 inhibition strongly stimulated macrophage infiltration (Fig. 5k, l) and elevated PD-L1 expression in vitro and in vivo (Fig. 6, Supplementary Fig. 6), which provided a rationale for combination therapy using PRMT1 inhibitor and ICBs, such as anti-PD-1 antibody. Thus, we treated CT26- and MC38-derived syngeneic tumor models with either PRMT1 inhibitor MS023, or anti-PD-1 antibody, or their combination and monitored tumor growth and mouse survival for up to 90 days (Fig. 7a, Supplementary Fig. 7a). Notably, PRMT1 inhibition alone restricted neither tumor growth nor overall survival of CT26 or MC38, while the combination of PRMT1 inhibition and anti-PD-1 antibody substantially slowed tumor growth and increased the survival rate in both CT26 and MC38 tumor-engrafted mouse models (Fig. 6n–e, Supplementary Fig. 6b–e).

**Fig. 7:**
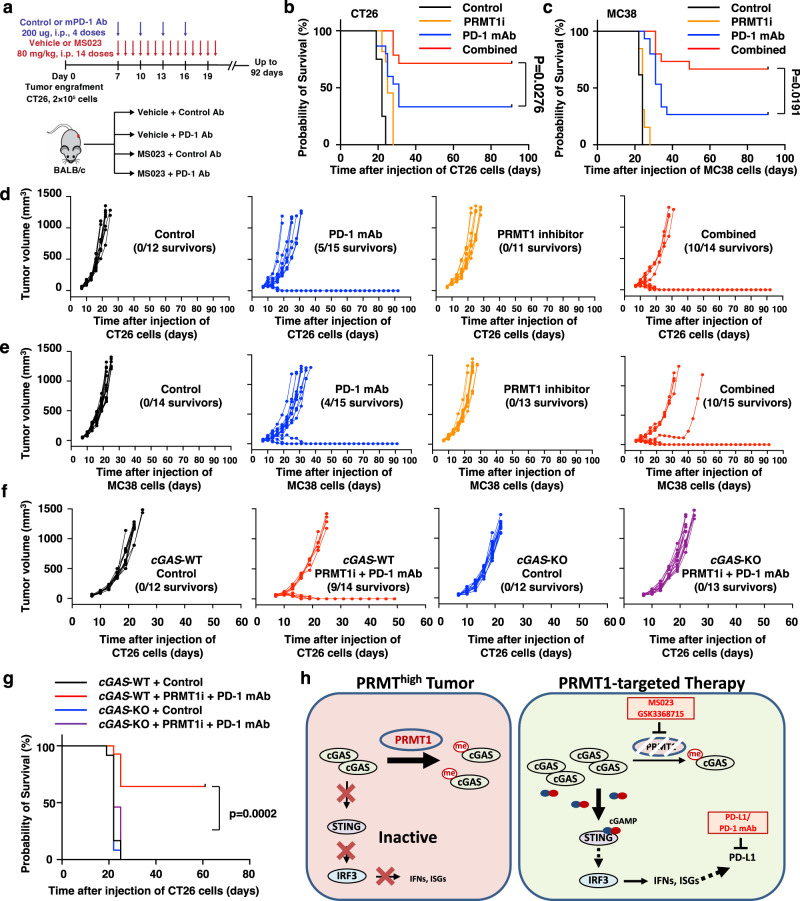
PRMT1 inhibition boosts the efficacy of anti-PD-1 immunotherapy in vivo in a cGAS-dependent manner. **a** A schematic diagram illustrates the animal experiment design for the CT26 syngeneic tumor model with PRMT1 inhibitor and anti-PD-1 antibody treatment. **b** Kaplan–Meier survival curves for each treatment group in CT26 syngeneic tumor model (Control, *n* = 12; PD-1 monoclonal antibodies (mAb), *n* = 15; MS023, *n* = 11; Combined, *n* = 14). Two-sided Gehan-Breslow-Wilcoxon test. **c** Kaplan–Meier survival curves for each treatment group in MC38 syngeneic tumor model (Control, *n* = 14; PD-1 mAb, *n* = 15; MS023, *n* = 13; Combined, *n* = 15). Two-sided Gehan-Breslow-Wilcoxon test. **d** Volumes of CT26 syngeneic tumors treated with vehicle + control antibodies (black lines, *n* = 12), or vehicle + anti-PD-1 mAb (blue lines, *n* = 15), or PRMT1 inhibitor MS023+ control antibodies (orange lines, *n* = 11), or combined therapy (red lines, *n* = 14) were plotted individually. **e** Volumes of the MC38 syngeneic tumors treated with vehicle + control antibodies (black lines, *n* = 14), vehicle + anti-PD-1 mAb (blue lines, *n* = 15), PRMT1 inhibitor MS023 + control antibodies (orange lines, *n* = 13) or combined therapy (red lines, *n* = 15) were plotted individually. **f** Volumes of CT26-*cGAS*-WT and *cGAS*-KO syngeneic tumors treated with vehicle + control antibody or MS023 + anti-PD-1 mAb were plotted individually. *cGAS*-WT + vehicle and control antibody, *n* = 12, black lines; *cGAS*-WT + MS023 and anti-PD-1 mAb, *n* = 14, red lines; *cGAS*-KO + vehicle and control antibody, *n* = 12, blue lines; *cGAS*-KO + MS023 and anti-PD-1 mAb, *n* = 13, purple lines. **g** Kaplan–Meier survival curves for each treatment group in CT26-*cGAS*-WT and *cGAS*-KO syngeneic tumor model (*cGAS*-WT + vehicle and control antibody, *n* = 12; *cGAS*-WT + MS023 and anti-PD-1 mAb, *n* = 14; *cGAS*-KO + vehicle and control antibody, *n* = 12; *cGAS*-KO + MS023 and anti-PD-1 mAb, *n* = 13). Two-sided Gehan-Breslow-Wilcoxon test. **h** A schematic diagram shows that PRMT1 represses cGAS/STING signaling to promote tumor immune evading, while the combination therapy of PRMT1i and ICB boosts the immune response to promote tumor regression. The animal experiments in **a**–**g** were replicated twice, and the representative data were presented. Source data are provided as a Source Data file.

In line with the results of syngeneic tumor models, higher cytotoxic T lymphocytes (CTLs) infiltration predicted better prognosis only when PRMT1 expression level was low in human cancer patients, including COAD, AML, lymphoma, and glioma (Supplementary Fig. 6f–j). Notably, high PRMT1 expression also compromised the response efficacy of anti-PD-L1 antibody treatment in human bladder cancer^46^ (Supplementary Fig. 6k, l), possibly due to an inverse relation between PRMT1 expression and CTLs infiltration level in tumors (Fig. 4, Supplementary Fig. 4). Finally, we compared the responsiveness for the combination treatment of PRMT1 inhibitor and anti-PD-1 antibody between CT26-*cGAS*-WT and CT26-*cGAS*-KO syngeneic tumor models (Fig. 7m). We found that the combination therapy robustly slowed the tumor growth and increased the survival rate only in CT26-*cGAS*-WT tumor model, while *cGAS*-KO tumor-engrafted mice did not respond to the combination therapy (Fig. 7f, g, Supplementary Fig. 7n, o), supporting the notion that the therapeutic benefit of PRMT1 inhibition in the syngeneic tumor model was largely cGAS-dependent (Fig. 7h, Supplementary Fig. 7p).

## Discussion

PRMT1 is known as a regulator of immune function by directly interacting with interferon receptors, methylating STAT1, and promoting B cell and macrophage differentiation by methylating CDK4 or B cell antigen receptor^44,47–50^. However, the function of PRMT1 as a therapeutic target of cancer remains largely elusive, particularly for its role in cancer immunosurveillance. Here we revealed a critical role of PRMT1 in directly methylating cGAS and blocking cGAS/STING DNA sensing signaling, thus promoting tumor immune evasion, which provides a rationale for PRMT1 as a promising immunotherapeutic target. Several chemotherapy and targeted therapy drugs have been reported to activate STING signaling to boost tumor immunity, including etoposide and PARP inhibitor in LUCA and BRCA^15,16^. Given that the basal level of cGAS/STING signaling in tumors is suppressed, at least partially, by PRMT1-mediated cGAS methylation, PRMT1 inhibition is an attractive therapeutic choice to potentially synergize with these cytosolic DNA-elevating therapies, which might produce better immunogenicity in the tumor microenvironment for cancer patients. Indeed, PRMT1 inhibitor displays the most potent synergistic effect with PARP inhibitor for BRCA and LUCA cells in vitro^51,52^ and PRMT1 overexpression confers the chemoresistance to cisplatin^53^. Moreover, PRMT1 inhibition induces a viral mimicry response in human TNBC cells^36^. Thus it is worth further in-depth investigation of PRMT1-focused combination therapy in boosting anti-tumor immunity, especially in an immune-competent condition in vivo. In addition, PRMT1 governs spliceosome function, and PRMT1 inhibition boosts anti-tumor immunity through MHC-I-mediated neo-antigen presentation^54^. Recently, PRMT5, the major type II protein arginine methyltransferase, has also been reported as a suppressor of anti-tumor immunity in melanoma in a cGAS-independent manner through methylating IFI16 (a parallel signaling of cGAS/STING) and NLRC5 to block the transcription of type I interferons and major histocompatibility complex class I (MHC-I)^30–32^. Our defined PRMT1-cGAS signaling axis might partially explain the synergistic effect of inhibition of PRMT1 and PRMT5^40^, in which both the parallel cGAS and IFI16 signaling might be activated to maximal downstream cascade to trigger anti-tumor immunity. Given that intratumor PD-L1 expression level dictates the sensitivity to immune checkpoint blockade therapies, such as anti-PD-1 and anti-PD-L1 antibodies^55–57^, other therapies that increase PD-L1 expression might be a rational choice to be used together with immunotherapy. For example, CDK4/6 inhibition elevates PD-L1 expression and enhances the therapeutic outcomes of anti-PD-1 antibody^58,59^. Apart from boosting antigen presentation through type I/II interferon pathway, depletion or inhibition of PRMT1 also led to elevation in PD-L1 expression in vitro and in vivo, thus synergizing with the anti-PD-1 antibody in various syngeneic mouse models (Figs. 6 and 7). In our study, PRMT1 inhibitor plus the PD-1 antibody combined immunotherapy has been evaluated in two syngeneic mouse models, CT26 and MC38, which have relatively high immunogenicity and well response rate to the PD-1 antibody. In a recent study, PRMT1 inhibitor and the PD-1 antibody has been reported to be effective in suppressing B16-derived xenograft syngeneic mouse model^54^, indicating that this combined immunotherapy might be a valid option for tumor with either higher or low immunogenicity. Now, PRMT1 inhibitor is in phase I clinic trial^40^, and its effect as a combination immunotherapy awaits further in-depth investigation.

## Methods

### Cell lines

HEK293T, HeLa cells, mouse embryonic fibroblasts (MEFs), MB157, MDA-MB-231, MDA-MB-436, MDA-MB-436, Cal51, Cal120, Hs587T, BT-549, BT-20, T47D, SK-BR-3, iBMDM, CT26, MC38, 4T1, and B16F10 cell lines were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) containing 10% fetal bovine serum (FBS), 100 Units of penicillin and 100 µg/ml streptomycin. HCC1954, ZR-75-1, MDA-MB-468, HCC38, HCC1143, HCC1806, and HCC1937 cells were cultured in RPMI1640 containing 10% FBS, 100 Units of penicillin, and 100 µg/ml streptomycin. SUM149 cells were cultured in DMEM/F12 media containing 5% FBS, 5 µg/ml insulin, 1 µg/ml hydroxylcortisol, 100 Units of penicillin, and 100 µg/ml streptomycin. All the cell lines were authenticated and validated for mycoplasma negative.

### General cloning

Expression plasmids for GFP-PRMT1, 2, 3, 4, and 5 were kindly gift from Dr. Yanzhong Yang (City of Hope Cancer Center). Expression plasmids for C-terminal tagged HA-cGAS, HA-cGAS-R71/75E and cGAS-δ160 were kindly gift from Dr. Jonathan C. Kagan (Harvard Medical School). GFP-PRMT1-G98R, E162Q, E171A, HA-cGAS-R60K, R80K, R124/127 K, R133K, and R133F were constructed using the Site-Directed Mutagenesis Kit (Agilent) according to the manufacturer’s manual. Expression vectors for N-terminal tagged HA-cGAS was constructed by cloning the corresponding cDNAs into pcDNA3-HA vector. Expression plasmids for mouse cGAS were constructed by cloning the corresponding cDNAs from pMSCV-eGFP-mcGAS (Addgene, #108675) into pcDNA3-HA vector. Virus packaging vectors for HA-PRMT1, HA-PRMT1-E162Q, HA-cGAS, HA-cGAS-R133K, and HA-cGAS-R133F were constructed by cloning the corresponding pLenti-GFP vector. Mammalian expression vector for GST-cGAS were constructed by cloning the corresponding cDNA into pCMV-GST vector. Bacterial expression vectors for GST-cGAS and GST-cGAS-R133K were constructed by cloning the corresponding cDNA into pGEX-GST-4T1 vector. The shPRMT1 constructs were purchased from Sigma. The doxycycline-inducible knockdown plasmids for PRMT1 were constructed by subclone respective sequences into pLKO-tet-on-shRNA vector^60^. The sgRNA constructs for human and mouse cGAS were generated by inserting respective sgRNA into pLenti-CRISPR-v2 vector^61^.

### Antibodies

The anti-ADMA (13522), anti-human cGAS (15102), anti-mouse cGAS (31659), anti-STING (13647), anti-p-STING (Ser366, 50907), anti-IRF3 (11904), anti-mouse p-IRF3 (Ser 396, 29047), anti-TBK1 (3504), anti-p-TBK1 (Ser172, 5483), anti-PRMT1 (2449), anti-human PD-L1 (13684), anti-GST (2625) antibodies were obtained from Cell Signaling Technology. Anti-human p-IRF3 (Ser 396, ab76493) and anti-mouse PD-L1 (EPR20529, ab213480) antibodies were obtained from Abcam. Anti-Tubulin (sc-8035), anti-GFP (B-2, sc-9966), and anti-PRMT1 (B-2, sc-166963) antibodies were obtained from Santa Cruz Biotechnology. Mouse monoclonal anti-HA.11 epitope tag (16B12, 901513) was obtained from BioLegend. Anti-Vinculin (V9131), rabbit polyclonal anti-HA (H6908), Mouse monoclonal anti-Flag (F3165), Rabbit polyclonal anti-Flag (F7425), anti-mouse IgG (whole molecule)-peroxidase (A4416) and anti-rabbit IgG (whole molecule)-peroxidase (A4914) were obtained from Sigma-Aldrich. Mouse monoclonal ANTI-FLAG M2 affinity agarose gel (A2220) and Mouse monoclonal anti-HA-agarose (A2095) were obtained from Sigma-Aldrich. The antibodies used for FACS were as follow: anti-CD45 (30-F11, #103140, BioLegend); anti-CD3 BV785 (17A2, #100232, BioLegend); anti-CD3ε BV785 (145-2C11, #100355, BioLegend); anti-CD4 BV650 (GK1.5, #100469; RM4-5, #100555, BioLegend); anti-CD8a BV711 (53-6.7 #100748, BioLegend); anti-PD-L1 (10 F.9G2, # 124308, BioLegend); anti-Granzyme B Pacific Blue (GB11, #515408, BioLegend); anti-CD11b BV650 (M1/70, # 101259, BioLegend); anti-CD11c BV510 (N418, # 117353, BioLegend); anti-CD80 Pacific Blue (16-10A1, 104724, BioLegend).

### Co-immunoprecipitation and western blot

Cells were lysed in EBC buffer (50 mM Tris pH 7.5, 120 mM NaCl, 0.5% NP-40) supplemented with protease inhibitors (A32963, ThermoFisher) and phosphatase inhibitors (APExBIO, #K1015). The protein concentration was measured using the Bio-Rad protein assay reagent on a Beckman Coulter DU-800 spectrophotometer. The lysates were then resolved by SDS-PAGE and immunoblotted with indicated antibodies. For immunoprecipitation, 0.5 to 1 mg lysates were incubated with the appropriate antibody or beads overnight or for 4 hours at 4 °C. Immuno-complexes were washed four times with NETN buffer (20 mM Tris, pH 8.0, 100 mM NaCl, 1 mM EDTA and 0.5% NP-40) before being resolved by SDS-PAGE and immunoblotted for indicated proteins. For immunoblotting analysis, the primary antibodies were diluted in 1% BSA in TBST, and the secondary antibodies were diluted in 5% non-fat milk.

### In vitro methylation assays

GST-cGAS proteins were purified from BL-21 *E. Coli* were used for the in vitro methylation of cGAS. Briefly, the bacterial expression construct pGEX-GST-cGAS vector was transfected into BL-21 *E. Coli*, and the protein was induced by 100 µM of IPTG at 18 °C for 12 hours. Then, the bacteria was lysed in PBS with protease inhibitor with sonication for 15 minutes, then centrifuged at 10,000 × *g* for 30 minutes at 4 °C. The supernatant was incubated with Glutathione Sepharose 4B beads (GE Healthcare, GE17-7056-05) for 3 hours, washed with PBS four times. Finally, 10 µg GST-tagged proteins were incubated with S-(5’-Adenosyl)-L-methionine chloride (SAM), a methyl donor (Cayman, #13965, 1 mM final concentration), with or without 1 µg PRMT1 protein (Active motif, #31411) at 30 °C for 1.5 hours, followed by SDS-PAGE.

### Measurement of cGAMP level

The cGAMP level was measured using 2’3’-cGAMP ELISA kit (Cayman, #501700) following the manufacturer’s manual. Briefly, cells were lysed using the M-PER^tm^ Mammalian Protein Extraction Reagent (ThermoFisher, #78503), and 100 µL cell lysates were used for analysis. The OD450 were measured for calculation of cGAMP level, and finally normalized with protein concentration.

### Cell stimulation with DNA or RNA

To activate cellular DNA or RNA sensing pathways, cells were transfected with either HT-DNA (Sigma, D6898), or ISD45 (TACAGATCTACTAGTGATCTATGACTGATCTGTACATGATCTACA-3’, synthesized from IDT) or Poly(I:C) (InvivoGen, #tlrl-pic). Briefly, the HT-DNA, ISD45, and Poly(I:C) were transfected with PEI (Polysciences, #23966) for 12 hours.

### Biotin-pulldown assay

Cell lysates derived from HEK293T cells that express either wild-type cGAS or its mutants were mixed with biotin-ISD for 3 hours at 4 °C, followed by further incubation with 10 μL of streptavidin Agarose beads (Pierce, #20353) for 1 hour at 4 °C. Then, the beads were washed four times with wash buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 10% glycerol, and 0.5% NP-40) and denatured by adding SDS sample buffer, followed by SDS-PAGE and immunoblotting.

### RNA-sequencing and bioinformatics analyses

Total RNAs were extracted from CT26 cells using QIAsheredder (Qiagen, #79656) and Qiagen RNeasy mini kit (Qiagen. #74106). Library preparation (Roche, Kapa mRNAseq Hyper prep) and sequencing analysis (Illumina NS500 Paired-end 2 × 150 bp) were performed at the Molecular Biology Core facility at Dana-Farber Cancer Institute. The data were aligned to mm10 by Salmon 1.4.0^62^ using the default parameters. 

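The authors also deposited their comparison tables of shPrmt1 with shControl, of MS023 with vehicle and of GSK3368715 with vehicle, each with a log2 fold change and p-values. At an adjusted p-value under 0.05, the paper's tables call 2062, 3939 and 1763 genes. Of the genes called by limma on the normalized counts, 1623, 3550 and 1238 were also called in the paper's tables, all of them in the same direction. Across genes, the log2 fold changes had a Pearson r of 0.984, 0.971 and 0.943 with those of the paper's tables.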

The DEGs were calculated using DESeq2^63^. For GSEA analysis, we used the GSEA tool v.4.2.2^64^, with the MSigDB v.7.1 Hallmarks gene sets collection and the ‘classic’ method for calculating enrichment scores.

### RT-qPCR

Total RNAs were extracted using Qiagen RNeasy mini kit (Qiagen. #74106) and reversed transcripted into cDNA using iScript™ Reverse Transcription Supermix (Bio-Rad, # 1708841). RT-qPCR was performed with SYBR Select Master Mix (ThermoFisher, #4472908) using indicated primers.

### Treatment of wild-type mice with PRMT1 inhibitors

Six-weeks old BALB/c female mice (Taconic) were treated with MS023 (80 mg/kg body weight, by i.p. injection), GSK3368715 (80 mg/kg body weight, by gastric gavage), or respective vehicle, one dose daily for 21 days. MS023 (SelleckChem, #S8112) was dissolved in NMP (Sigma, #328643), and then sequentially diluted with 20% Captisol (SelleckChem, #S4592), PEG-400 (Sigma, PX1286B-2) and saline, with a final ratio of 5:20:20:55 (NMP/20% Captisol/PEG-400/saline, v/v/v/v)^65^. GSK3368715 (SelleckChem, #S8858) was dissolved in ddH_2_O. Then, tissues and organs were collected and analyzed by immunoblotting.

### In vivo experimental therapy in syngeneic mice tumor models

The study is compliant with all relevant ethical regulations regarding animal research. Animal experiments were approved by Dana-Farber Cancer Institute Institutional Animal Care and Use Committee (IACUC; protocol number 04–047) or Beth Israel Deaconess Medical Center (BIDMC) Institutional Animal Care and Use Committee (IACUC: Protocol #043–2019), and performed in accordance with guidelines established by NIH Guide for the care and use of laboratory animals. Briefly, a total of 2 × 10^5^ CT26 or MC38 cells in 100 μL HBSS saline buffer were injected subcutaneously into 6 weeks old BALB/c or C57BL/6 female mice (Jackson Lab or Taconic). Tumor sizes were measured every three days after tumor cells implantation, and tumor volume was calculated by L × W^2^ × 0.5 (L: length, W. width). On day 7 after tumor engraftment, mice were pooled and randomly divided into experimental groups. For experiment #1, mice were grouped into 4 groups: (1) CT26-cGAS^+/+^ treated with vehicle; (2) CT26-cGAS^+/+^ treated with MS023; (3) CT26-cGAS^−/−^ treated with vehicle; (4) CT26-mccGAS^−/−^ treated with MS023. For experiment #2 (CT26 cells) and 3 (MC38 cells), mice were grouped into 4 groups and treated with: (1) control antibody and vehicle; (2) anti-PD-1 mAb and vehicle; (3) control antibody and MS023; (4) anti-PD-1 mAb and MS023. For experiment #4, mice were grouped into 4 groups: (1) CT26-cGAS^+/+^ treated with vehicle and control antibody; (2) CT26-cGAS^+/+^ treated with MS023 and anti-PD-1 mAb; (3) CT26-cGAS^−/−^ treated with vehicle and control antibody; (4) CT26-cGAS^−/−^ treated with MS023 and anti-PD-1 mAb. The control and anti-PD-1 mAb (clone 1A12) were prepared in HBSS saline buffer in a final working solution of 1 mg/mL, and intraperitoneal injected with 200 μg/mouse in 200 μL HBSS saline buffer every three days for a total of 4 injections. MS023 treatment was given by daily intraperitoneally injection with 80 mg/kg body weight (in 5% NMP, 20% Captisol, 20% PEG-400 in saline) for a total of 14 injections. For survival studies, animals were monitored for tumor volumes for up to 92 days, until tumor volume exceeded 1000 mm^3^, or the diameter of tumor exceeded 1.5 cm, or until the tumor became ulcerated with ulcer diameter reaching 0.5 cm with a diameter of tumor exceeded 1.0 cm. Statistical analysis was conducted using the GraphPad Prism 8 software (GraphPad Software). Kaplan–Meier curves and corresponding Gehan-Breslow-Wilcoxon tests were used to evaluate statistical differences between groups in survival studies.

### Tumor-infiltrating lymphocytes analysis

Fourteen days after the treatment of CT26 tumors with indicated compounds, tumor-infiltrating lymphocytes (TILs) were isolated and stained as previous described. Briefly, tumor were dissected and chopped into fine pieces, digested in the dissociation buffer (RPMI1640, 5% FBS, 1 mg/mL Collagenase IV (Sigma, C5138), and 200 U/mL DNase I (Roch, #04536282001) at 37 °C for 20 minutes. Then, the digests were filtered with a 70 µm cell strainer (Falcon, #352350), and spun at 1900 RPM for 10 minutes. The cells were further treated with Red Cell Lysis Buffer (Sigma, #R7757) at RT for 1 minute, and stopped by adding R10 buffer (RPMI1640, 10% FBS), followed by spin at 1200 RPM for 5 minutes. The cell pellets were resuspended in 2 mL of 40% Percoll (GE Healthcare, #17-0891-01) in PBS, topped on 2 mL of 70% Percoll, and spun at 2000 RPM for 30 minutes. Finally, the immune cell layer between the two Percoll interphase was collected and washed once with R10 buffer and spun at 1500 RPM for 5 minutes. The purified immune cells were resuspended in MACS buffer (HBSS, no Ca2^+^, no Mg2^+^, Gibco, #14175-095, 1% FBS, 2 mM EDTA).

For FACS staining, 100 µL cells in MACS buffer were blocked by 1 µg Fc blocker ((anti-mouse CD16/CD32 antibody, Clone 2.4G2, Bio X Cell) for 15 minutes, then stained with Live-Dead NIR (Invitrogen, #L10119) and individual antibodies at RT for 40 minutes, washed with MACS buffer. Then, the stained cells were further fixed and permeabilizated using the eBioscience Foxp3/Transcription Factor Staining Buffer (ThermoFisher, #00-5533-00), followed by staining with Foxp3 and GramB antibodies at RT for 40 minutes, and washed with MACS buffer. Stained cells were analyzed by multicolor flow cytometry (BD LSR Fortessa X-20) and the FACS data were analyzed using FlowJo_V10.6.1 software (Tree Star). T cells gating strategy: gate cells exclude dead cells and debris based on cells size, then gate live cells based on Live-Dead NIR negative cells, then gate CD45^+^ cells, then gate CD45^+^CD3^+^ cells, then gate CD45^+^CD3^+^CD8^+^ cells and CD45^+^CD3^+^CD4^+^ cells. Macrophage gating strategy: gate cells exclude dead cells and debris based on cell size, then gate live cells based on Live-Dead NIR negative cells, then gate CD45^+^ cells, then gate CD45^+^CD11b^+^ cells.

### Transcripts and survival analyses

PRMT1 transcripts across all cancer types, the association between PRMT1 expression and effector T cell signature, as well as the association between cGAS and PD-L1 expression were analyzed using the gene expression profiling interactive analysis v2 (GEPIA2)^66^ (http://gepia2.cancer-pku.cn). The association between PRMT1 expression and immune cell infiltration in tumors was analyzed using TIMER2^67^ (http://timer.cistrome.org/). The association between cGAS and PD-L1 expression in breast cancer patients was analyzed using cBioPortal^68,69^ (https://www.cbioportal.org). The customized genomic analysis was based on The Cancer Genome Atlas (TCGA) data (https://cancergenome.nih.gov/). The expression data of cGAS and PD-L1 in a panel of BRCA cell lines were obtained from GEO dataset GSE73526^70^. The data for PRMT1 expression and survival of patients with bladder cancer after PD-L1 antibody treatment were generated using the TIDE tool^71^ (http://tide.dfci.harvard.edu) and the source data are based on the Mariathasan2018_PDL1cohort^72^. The association between PRMT1 expression level and T cell dysfunction in multiple cancer types was generated using the TIDE tool and the source data are derived from data in TCGA and PRECOG^73^.

### Statistics and reproducibility

All quantitative data were presented as the Mean ± S.D., as indicated by at least three independent experiments or biological replicates unless otherwise stated. Statistical analyses were performed using GraphPad Prism 8 and Excel unless indicated otherwise. The statistical tests and *P* values were described in the figure legend for each experiment. All *t*-tests were two-sided. *P* < 0.05 was considered statistically significant. All data shown are representative of two or more independent experiments with similar results, unless indicated otherwise.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and the Supplementary Information. RNA-seq data used to support the present study have been deposited in the Gene Expression Omnibus with an access number of GSE203466. Further information and requests for resources and reagents should be directed to the lead author, W.W. Source data are provided with the paper.

## Source data

Source Data

# Supplementary material for: PRMT1 mediated methylation of cGAS suppresses anti-tumor immunity
**Source:** Nat Commun. 2023 May 17;14:2806. doi: 10.1038/s41467-023-38443-3

**Figure 1a**

IP: HA, IB: ADMA

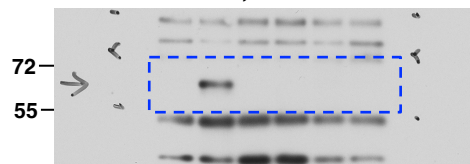

IP: HA, IB: GFP

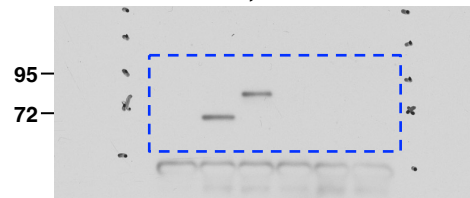

IP: HA, IB: HA

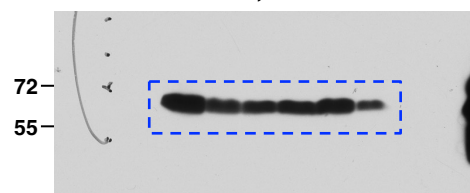

WCL, IB: GFP

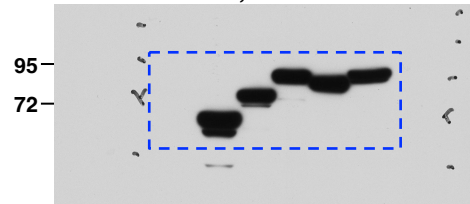

WCL, IB: HA

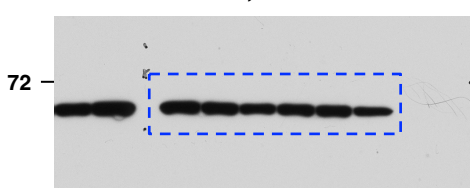

WCL, IB: Vinculin

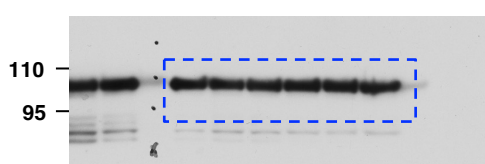

**Figure 1g**

IB: p-IRF3

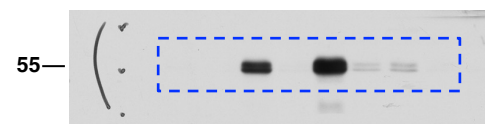

IB: IRF3

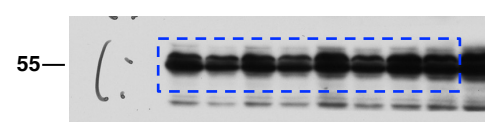

IB: p-STING

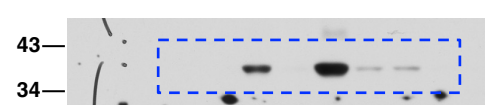

IB: STING

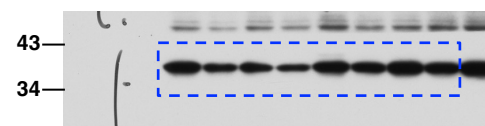

IB: Vinculin

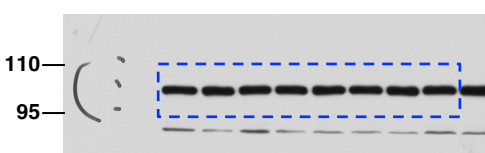

**Figure 1b**

IB: cGAS

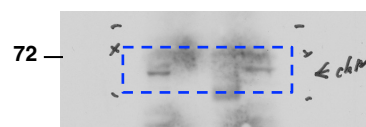

IB: PRMT1

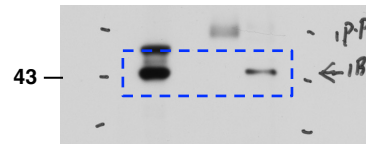

**Figure 1c**

IB: ADMA

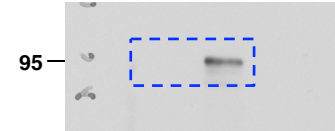

IB: PRMT1

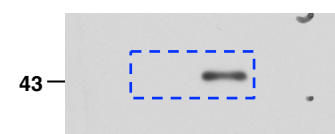

GST-cGAS

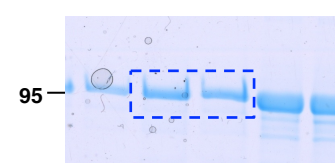

**Figure 1d**

IP: HA, IB: ADMA

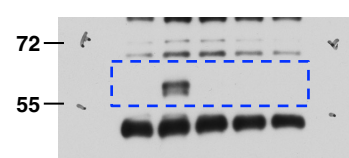

IP: HA, IB: GFP

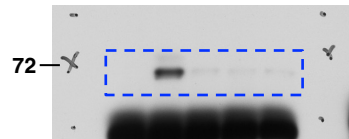

IP: HA, IB: HA

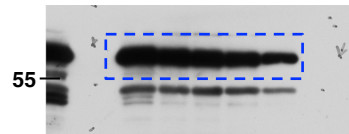

WCL, IB: GFP

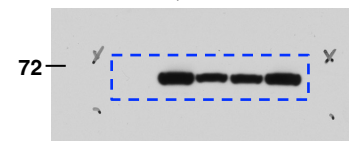

WCL, IB: HA

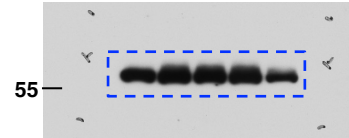

WCL, IB: Vinculin

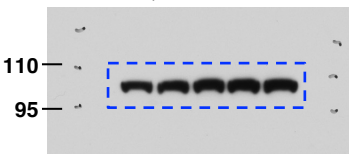

**Figure 1e**

IP: HA, IB: ADMA

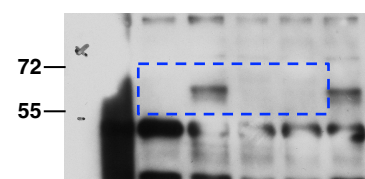

IP: HA, IB: HA

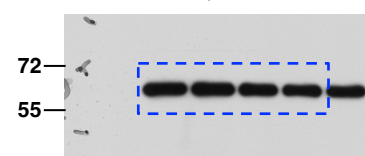

IP: HA, IB: HA

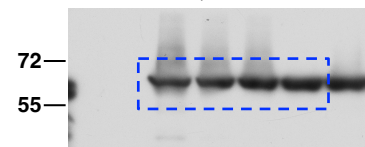

WCL, IB: ADMA

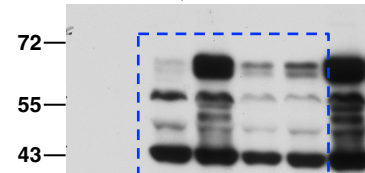

WCL, IB: GFP

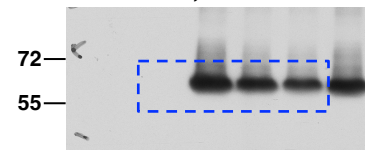

WCL, IB: Vinculin

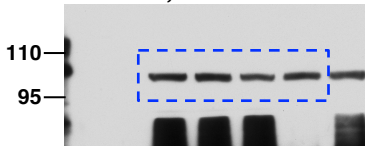

**Figure 1h**

IB: p-IRF3

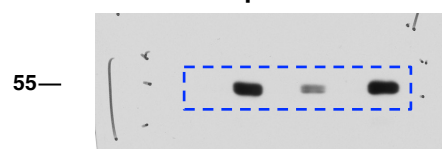

IB: IRF3

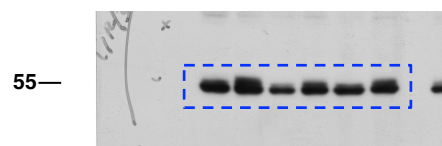

IB: p-STING

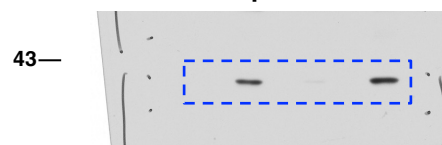

IB: STING

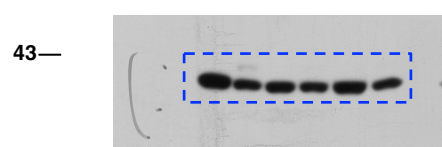

IB: Vinculin

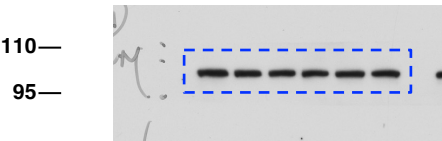

**Figure 2a**

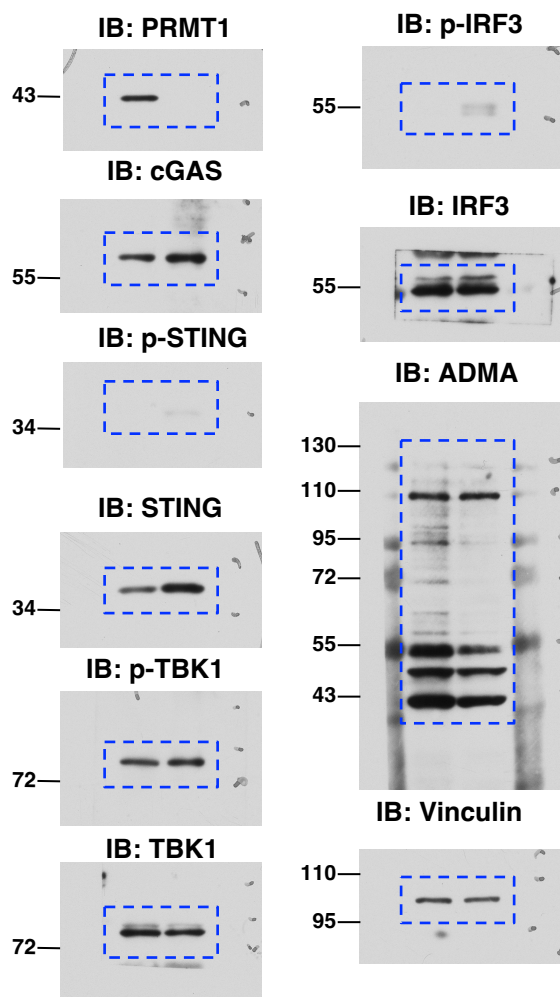

**Figure 2b**

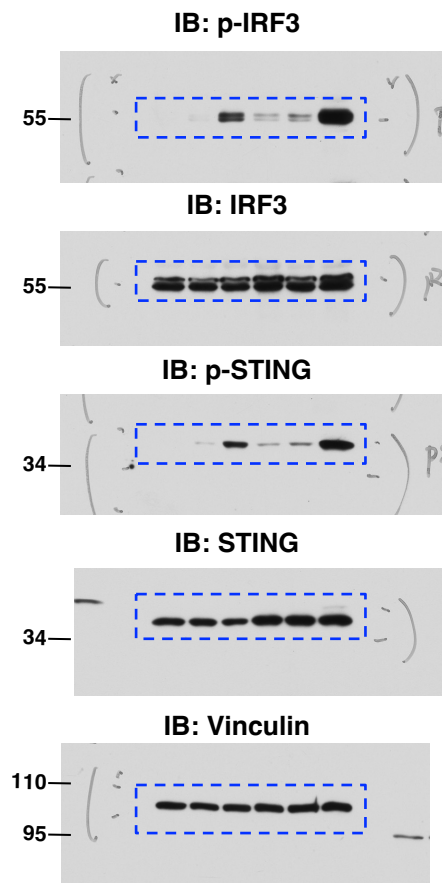

**Figure 2e**

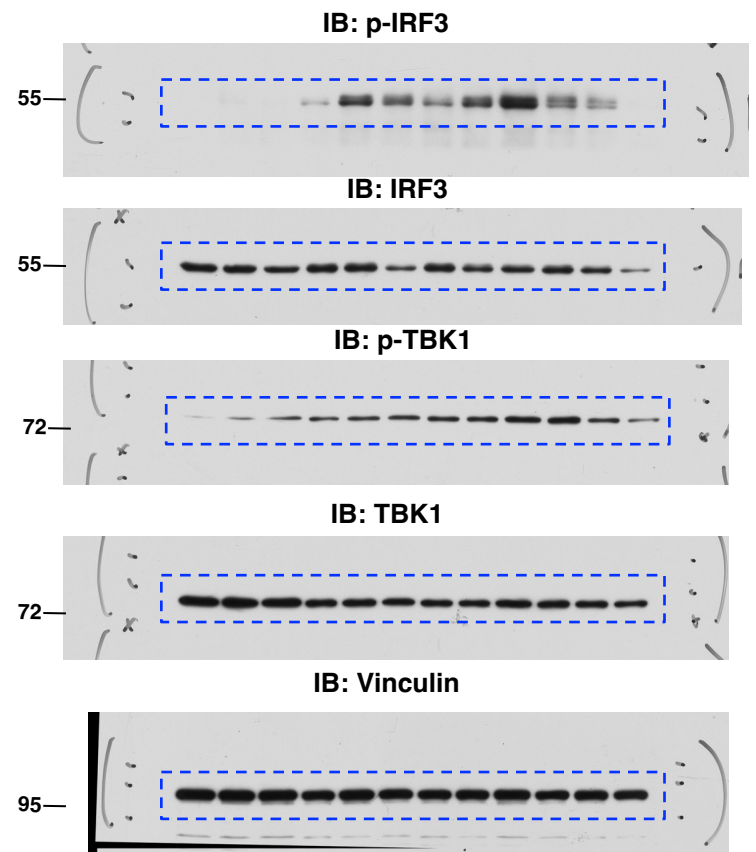

**Figure 2f**

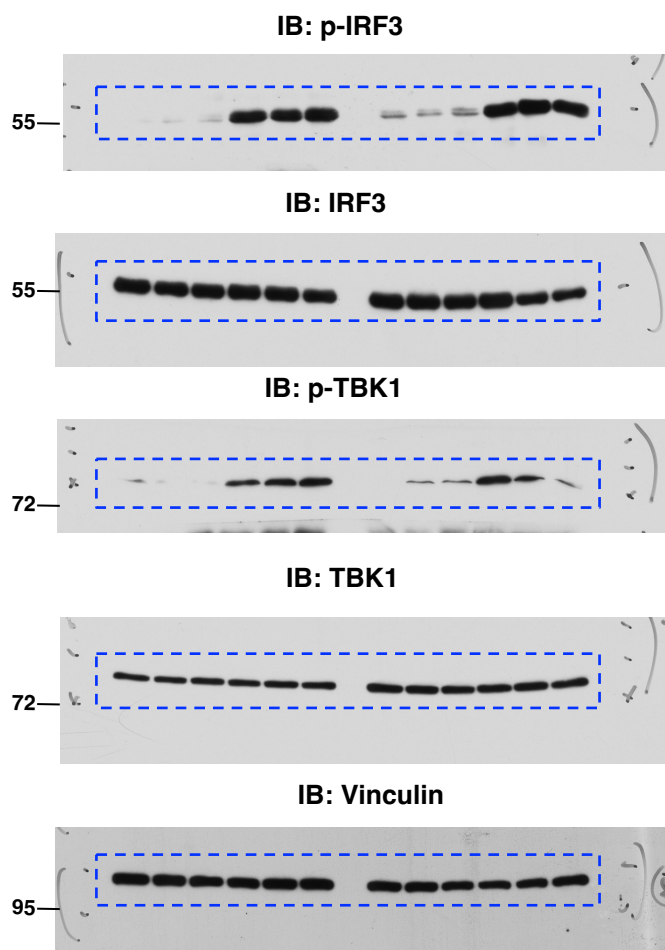

**Figure 2g**

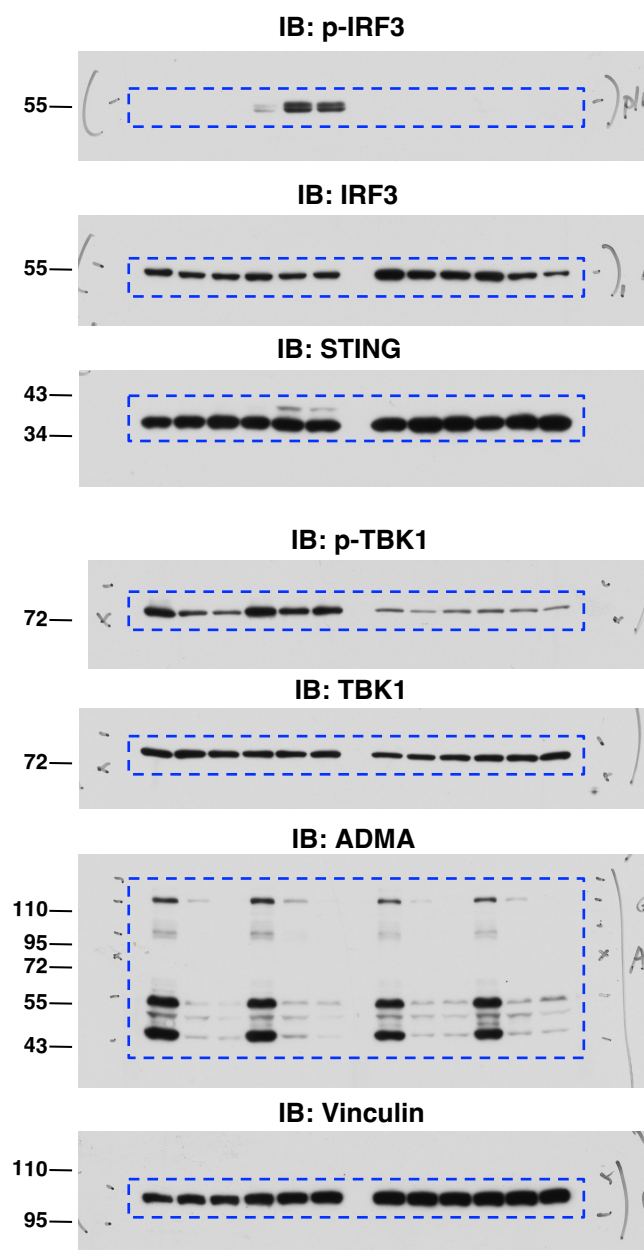

**Figure 3b**

IP: HA, IB: ADMA

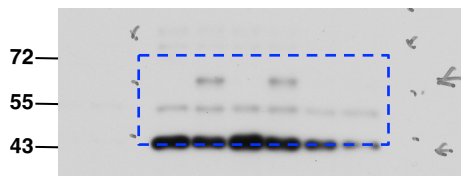

IP: HA, IB: Flag

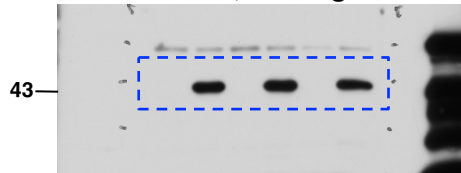

IP: HA, IB: HA

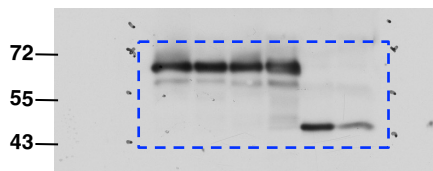

WCL, IB: Flag

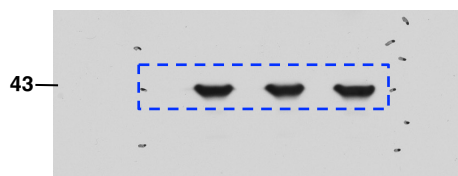

WCL, IB: HA

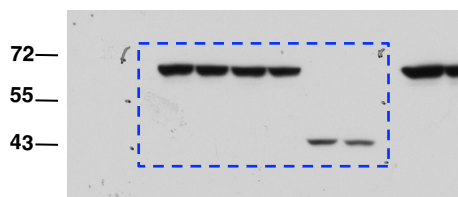**Figure 3f**

IB: p-IRF3

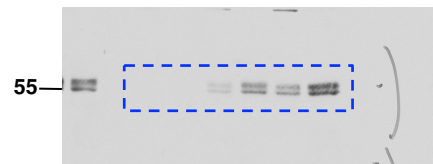

IB: IRF3

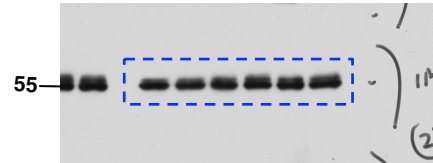

IB: p-STING

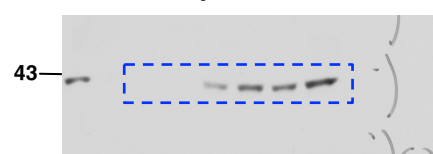

IB: STING

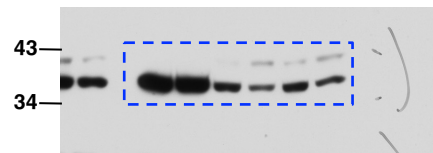

IB: Vinculin

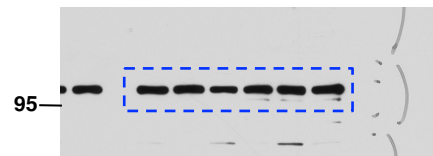**Figure 3c**

IP: HA, IB: ADMA

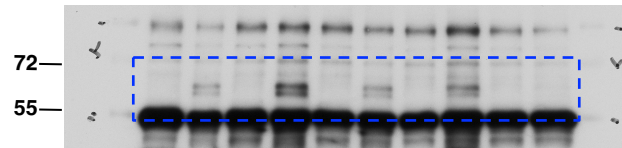

IP: HA, IB: Flag

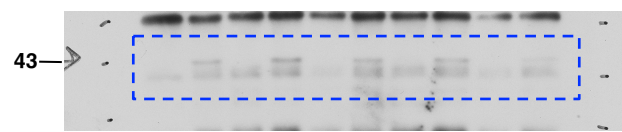

IP: HA, IB: HA

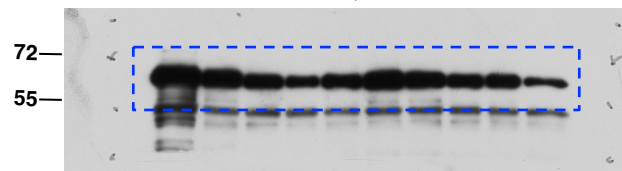

WCL, IB: Flag

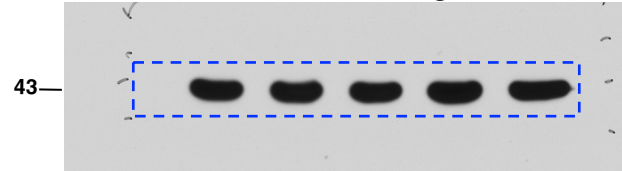

WCL, IB: HA

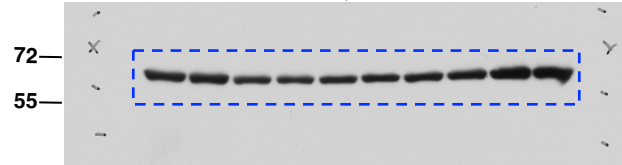

WCL, IB: Vinculin

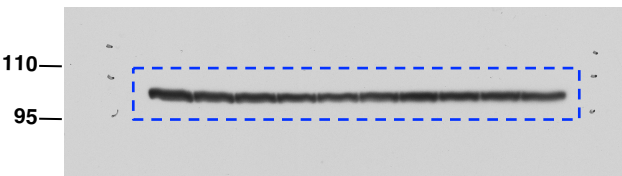**Figure 3g**

IB: p-IRF3

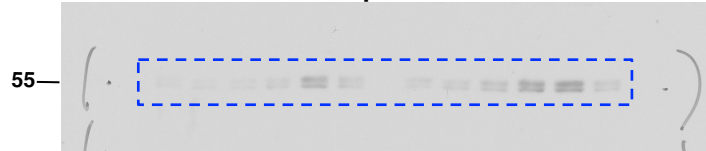

IB: IRF3

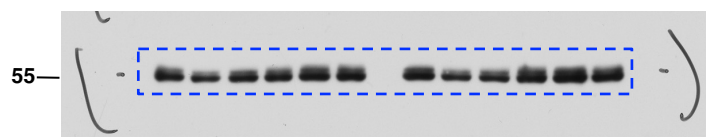

IB: p-STING

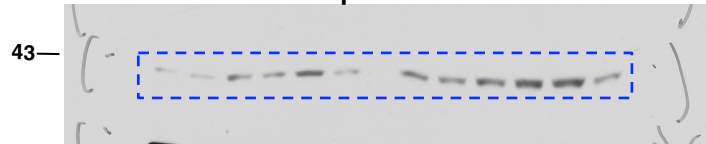

IB: STING

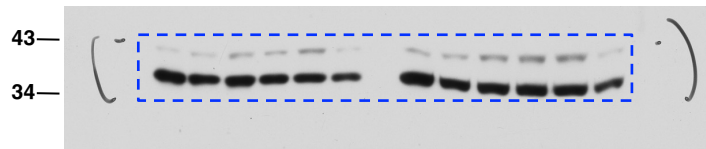

IB: Vinculin

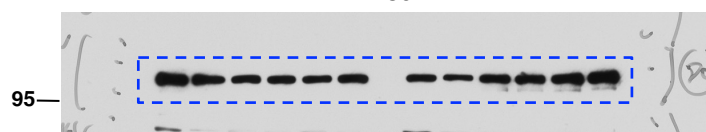**Figure 3d**

IB: ADMA

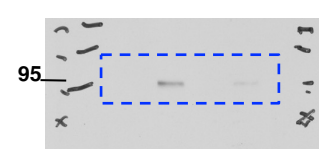

IB: GST

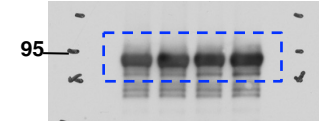

IB: PRMT1

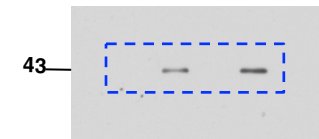**Figure 3e**

GST pulldown, IB: HA

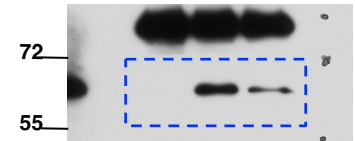

GST pulldown, IB: GST

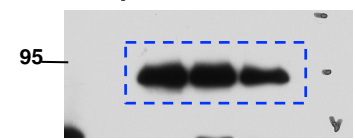

WCL, IB: HA

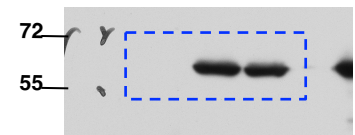

WCL, IB: GST

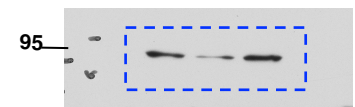**Figure 3i**

IB: p-IRF3

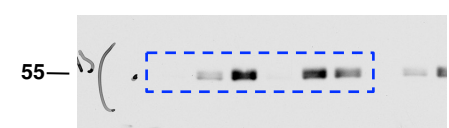

IB: IRF3

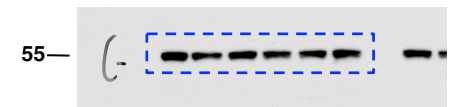

IB: p-STING

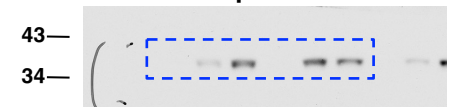

IB: STING

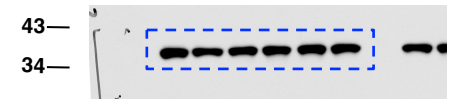

IB: PRMT1

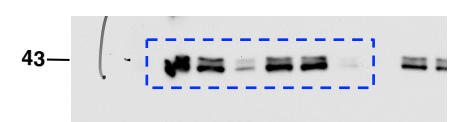

IB: ADMA

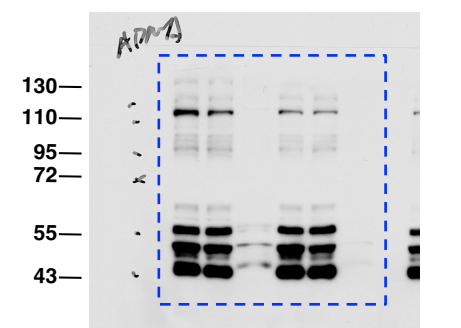

IB: Vinculin

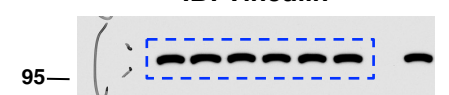

### Figure 6f

**IB: mPD-L1**

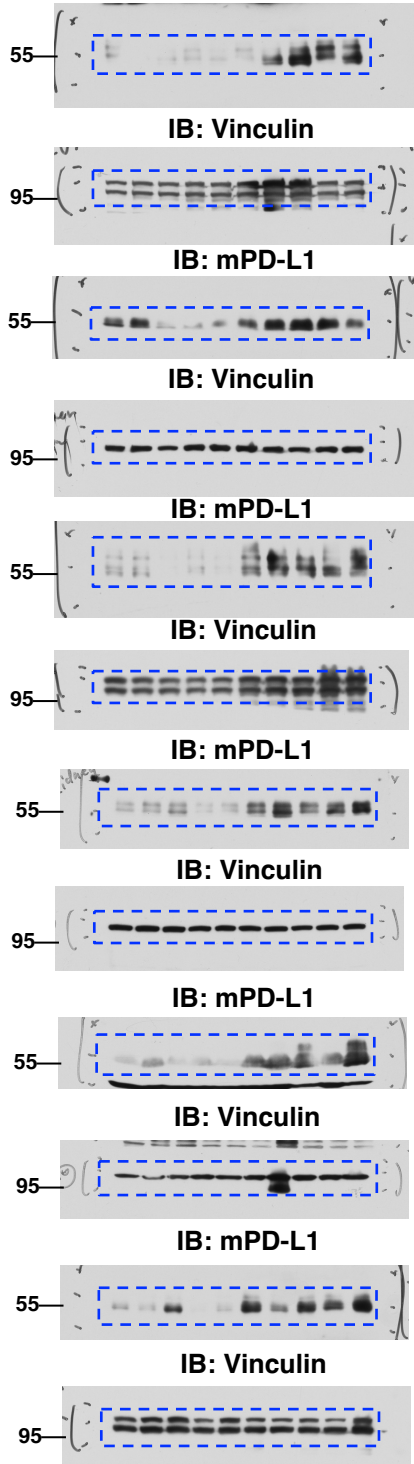

### Figure 6h

**IB: mPD-L1**

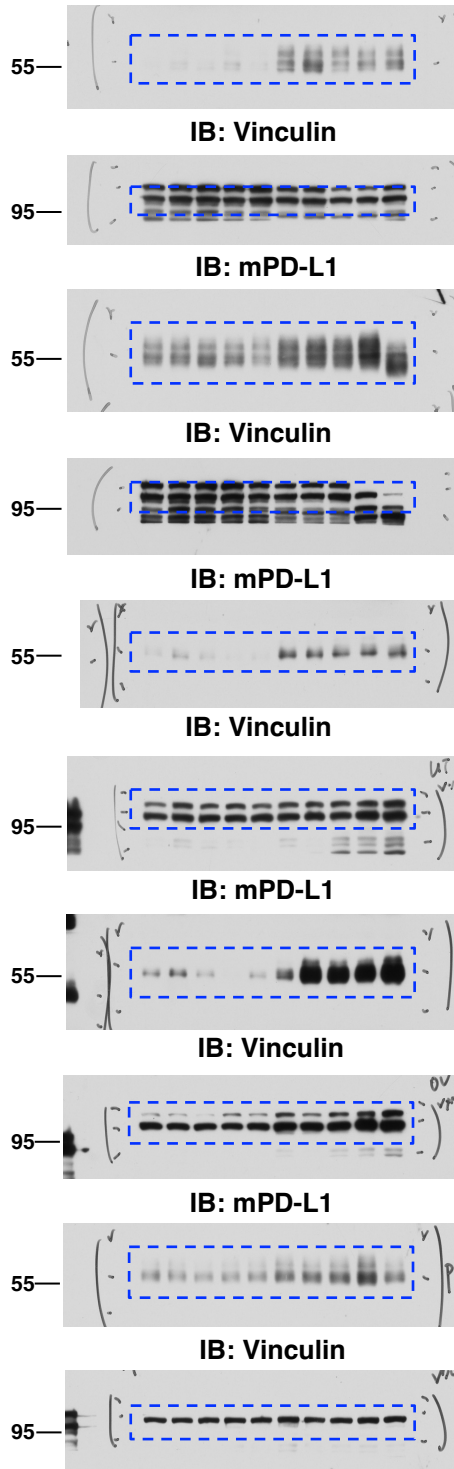

### Figure 6k

**IB: PD-L1**

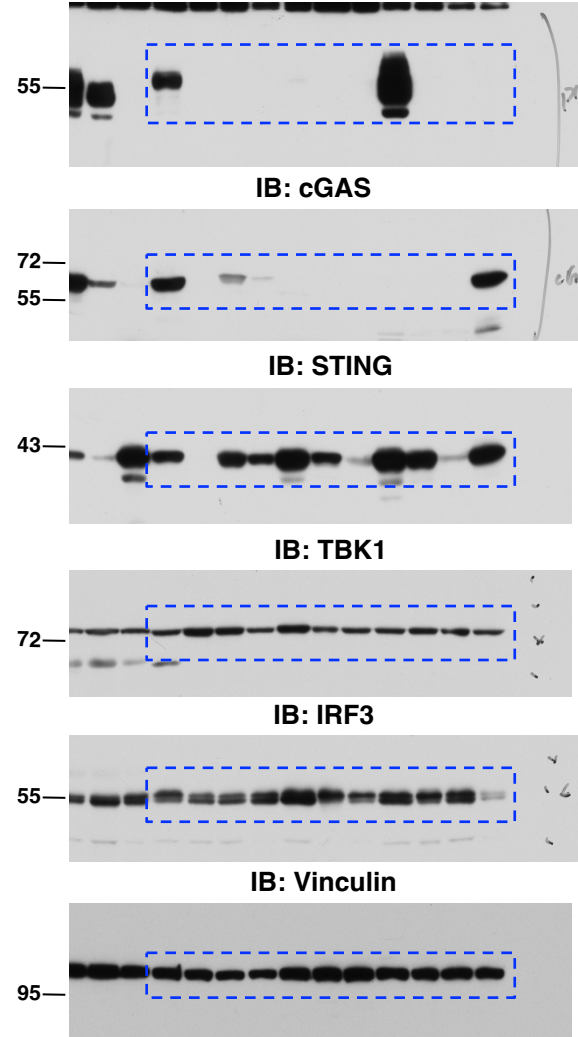

**Figure 6l**

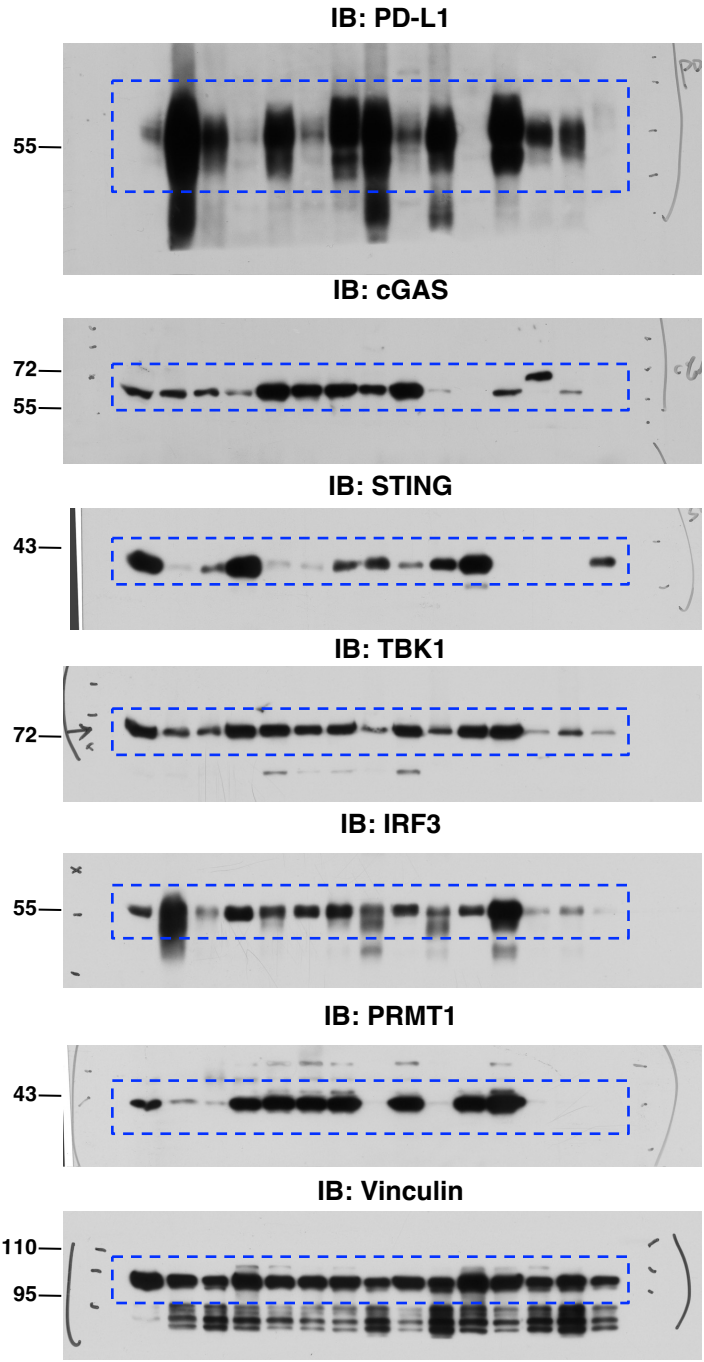

**Figure 6m**

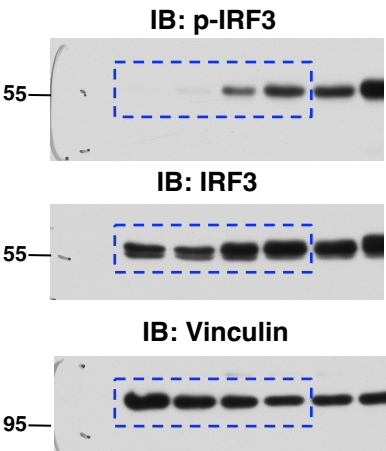

**Figure 6n**

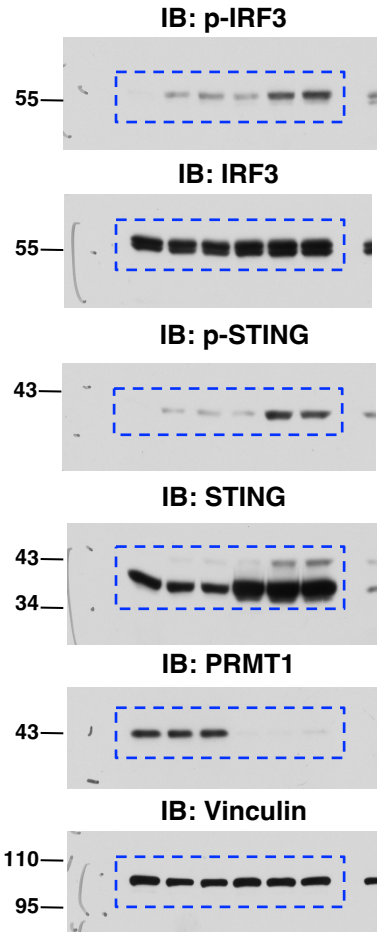

Gating strategy for Fig. 5k, l, and o

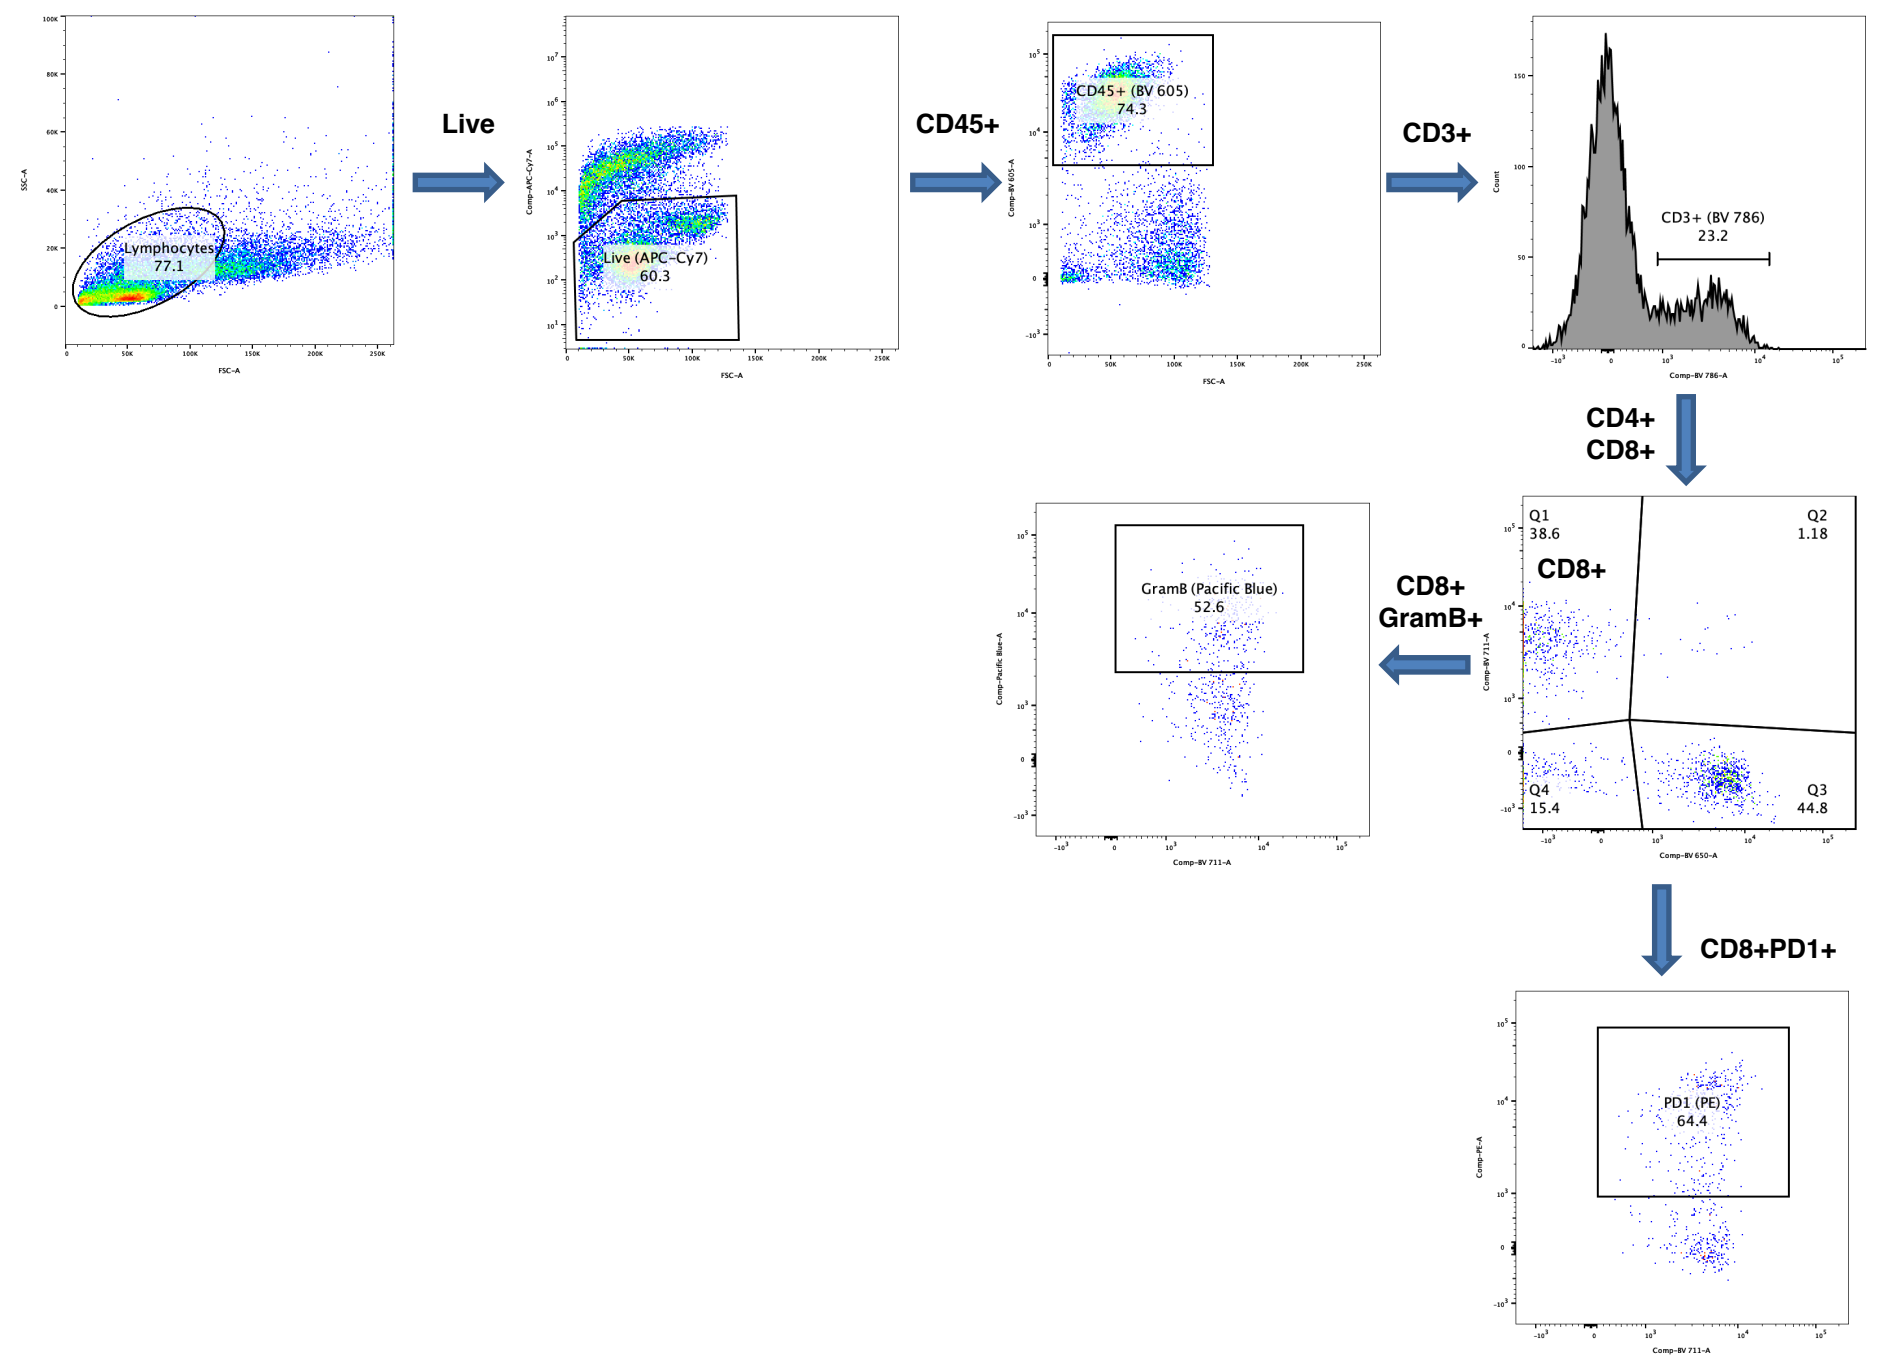

Gating strategy for Fig. 5m and n.

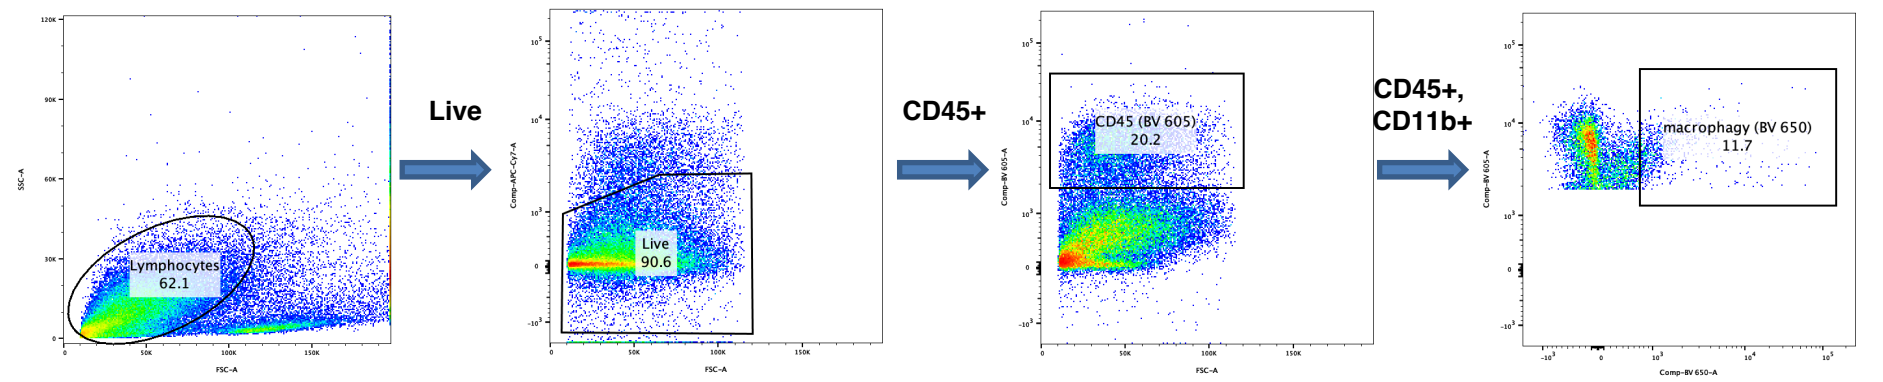

**Supplement:** Supplementary file 3 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

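RNA-sequencing was available for 15 libraries of CT26 cells in 2 experiments: 3 shControl and 3 shPrmt1 libraries, and 3 libraries each of cells given vehicle, MS023 or GSK3368715. The authors sequenced the libraries as paired-end reads, quantified them with Salmon on mm10 with default parameters, and computed differential expression with DESeq2, whose version the paper's text does not name. The values that the authors deposited per gene and library are gene counts divided by DESeq2 size factors, a normalized signal and not raw reads. In each library all 34432 genes listed were whole multiples of 1 constant, from which whole reads were recovered for 100% of the values. The authors also deposited 3 comparison tables with log2 fold changes and p-values, which were used only for comparison.

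Genes with at least 10 normalized counts in at least 3 libraries of a fit were tested on the scale of log2(normalized count + 1) with limma (lmFit and eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. A fold change on this scale understates the change of genes with few reads where their libraries are alike. Where single libraries lie near 0 it can be larger, as for Gm20458 under MS023 (3.78 against 2.20 from DESeq2). The knockdown was tested as 3 libraries against 3. The 9 libraries of the inhibitor experiment entered a single fit with contrasts for MS023, GSK3368715 and the difference between them, and the 6 inhibitor libraries as a single group were tested against vehicle in a separate fit. Levels in the knockdown and the inhibitor experiment come from separate normalizations, and fold changes within each were compared. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0.

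For gene set enrichment, genes were ranked by the signal-to-noise ratio with the SD held at 0.2 of the mean or more, and the classic score was tested by fgsea with 10000 gene permutations and Benjamini-Hochberg adjustment over 7 lists. The lists (interferon alpha, interferon gamma, inflammatory response, IL6-JAK-STAT3, MYC targets v1 and v2, and E2F targets) were written by hand and could not be checked against the collection that the study used. Further lists covered the 13 genes of the study's RT-qPCR, 9 genes that the paper discusses around PRMT1 and cGAS (Prmt1, Cgas, Sting1, Tbk1, Irf3, Cd274, Myc, Cdk4 and E2f1, referred to as the pathway list), cholesterol synthesis, p53 targets and the PRMT family. The genes named in the text are from the RT-qPCR and pathway lists, not all of which are reported singly, and, for the knockdown and for each inhibitor, the 5 largest increases and 5 largest decreases among the genes called, with a mean of at least 50 normalized counts in the higher group and no overlap between groups. Haus3, Tgtp2 and the other copies or neighbours of named genes are named for the limits they set on a value. Named genes under the difference between the inhibitors are those of these same sets that it called.

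The models, gene lists, rule for named genes and alternatives were set before the data were examined, except for a pair of Reactome interferon sets that was added later. Some tests of explanations for the results were added later as well, and are named where they are given. The alternatives were a pseudocount of 0.5 or 5, no filter or a minimum of 50 normalized counts, rescaling of each library to the same upper quartile or total, no trend in eBayes, the replicate number as a block, only the groups compared in the fit, edgeR and DESeq2 on the recovered reads, a minimum absolute log2 fold change of 1, each library left out in turn, and, for the lists, ranking by the moderated t, the weighted score, camera with a preset or an estimated correlation, and fry.

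On simulated counts with 200 changed genes, limma recovered 192 (96%), and 7 of the 199 genes it called (3.52%) were unchanged, of 11409 tested. The changed genes were raised or lowered by 1 on the log2 scale and had a mean of at least 50 normalized counts. In the data, the median absolute log2 fold change of called genes was 0.50 in knockdown cells, 0.38 under MS023 and 0.39 under GSK3368715. The 96% therefore does not describe recovery of smaller changes or of genes with fewer reads. edgeR recovered 192 as well. A list of raised genes had an NES of 11.7, and a random list 0.94 (adjusted p = 0.51 from fgsea). Copies of named genes were searched in the transcripts of the mm10 annotation at an identity of at least 95% over at least 30% of the transcript. Recovered reads are counts without molecular identifiers, so a floor of 3 reads, under which no fold is given, covers counting error only. The RT-qPCR, immunoblot, tumor and patient data of the study were not analysed here.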

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

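Tests in this part that were chosen only after their result was seen are those against random gene lists for the difference in cholesterol genes between the inhibitors, the counts of list scores over other splits of the libraries, the sums of Poln and Haus3, and the simulated slopes and the slopes of the interferon lists between the inhibitors.

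In 22 groups of 6 inhibitor libraries examined for the RT-qPCR and pathway genes, 4 genes had 1 library apart from the other 5 by more than the critical share of the range, 0.625, which chance gives in 5% of groups. The gap was 0.756 of the range for Ifnb1 (GSK3368715 1 at 25.9 normalized counts, the others from 11.9 to 15.3), 0.724 for Ccl5 (MS023 3 at 295, the others from 239 to 255), 0.643 for Rsad2 (GSK3368715 2 at 7954, the others from 6445 to 6985) and 0.813 for Myc (GSK3368715 2 at 8083, the others from 6697 to 6955). GSK3368715 2 is the library apart for both Rsad2 and Myc. Under both rescalings, which test the authors' normalization, 3 of the 4 kept the gap, and Rsad2 did not (0.620 and 0.573). After thinning all libraries to the same number of reads, which tests a difference in library depth, 2 of the 4 kept it, while Ifnb1 fell to 0.161 and Rsad2 to 0.563. For single genes in single libraries, the authors' normalization, depth and a true difference cannot be told apart, since the test rests on 1 library per gene.

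A direct test of the difference between GSK3368715 and MS023 called 67 genes, among them the named genes Mnd1, Nxpe4 and Enox1, which were higher under GSK3368715 by 1.46 (standard error 0.11, adjusted p = 6.5e-04 from limma), 1.41 (standard error 0.13, adjusted p = 0.0031) and 1.25 (standard error 0.20, adjusted p = 0.029). Enox1 lost its call in 7 of the 9 fits that left out 1 library, with differences from 1.05 to 1.38. Only 1 of the 10 splits of the 6 inhibitor libraries, the real one, gave as many genes, but 10 splits cannot give a share under 0.1. More genes changed under MS023 than under GSK3368715. Thinned to 40119305 reads per library, MS023 still called 3467 genes and GSK3368715 1116, a ratio of 3.11, so a difference in library depth is not the whole cause. Over 1683 genes called in the knockdown experiment, the slope of the GSK3368715 on the MS023 changes was 0.66, against 1.26 for the reverse (r = 0.913 across genes), and with any library left out the former was at most 0.68. Both changes are taken against the same vehicle libraries. In 100 simulations with equal changes under both inhibitors and shared vehicle libraries the slope was at least 0.911, and in 100 without any changes it ran from 0.34 to 0.71 with an r of at most 0.658, so neither noise over equal changes nor the shared libraries alone account for both values. The changes of these genes may on average be smaller under GSK3368715. For the interferon alpha and gamma lists the slopes were 0.88 and 0.85, but with single libraries left out they ran from 0.79 to 0.96 and from 0.79 to 0.91, so a smaller size under GSK3368715 stays open for them. The median difference between the inhibitors was -0.008 for both lists, with 44 of 91 and 83 of 169 genes higher under GSK3368715. A difference in dose reached, in target or in time course stays open as untested.

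The cholesterol synthesis genes differed between the inhibitors. The median difference, GSK3368715 minus MS023, was -0.35, with 23 of 23 genes lower and 3 called. The fry test of the list gave an adjusted p of 0.00996. The median was -0.36 or further from 0 under both rescalings of the authors' normalization and -0.34 after thinning to the same depth, and the central 95% of 10000 random lists matched on expression had medians of -0.027 or higher. The values after rescaling and thinning argue against the scale factors and against depth. The random lists were matched on expression alone, so they do not show how far a list of genes that vary together moves between libraries. Minus the vehicle mean, the means of the list per library were -0.13, 0.16 and -0.03 in vehicle. They were 0.48, 0.39 and 0.45 with MS023 and 0.11, 0.06 and 0.20 with GSK3368715. A biological difference between the inhibitors may remain, as a hypothesis found and tested on the same data.

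In 2 cases every library moved one way in knockdown cells and the other way under MS023. The difference itself was not tested, and the experiments have separate controls. Myc changed by -0.34 under MS023 and by 0.15 in knockdown cells. In the test of the authors' normalization, its libraries stayed on their sides in 4 of 4 combinations of comparison and rescaling, but the call under MS023 was lost with the same upper quartile in every library (-0.32, adjusted p = 0.058 from limma) and with the same total (-0.31, adjusted p = 0.061), where its alternatives ran from 0.0034 to 0.098, and the change in knockdown cells was not called. The authors' normalization therefore stays open for Myc. The cholesterol list had a median of -0.16 in knockdown cells, with 19 of 23 genes lower, and 0.49 under MS023, with 22 of 23 higher. Its library means also kept their sides in 4 of 4 such combinations, and the median in knockdown cells lay below the lower limit of the central 95% of random lists, -0.102. Hairpin and inhibitor, 3 days of DOX and 48 hours of treatment, and the separate cell populations all differ between the experiments, and none of them was tested apart.

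Among the named genes, 10 lie outside the gene lists, are not discussed in the paper, and change in the same direction in knockdown cells, under MS023 and under GSK3368715. In knockdown cells their log2 fold changes were 4.03 for Poln, 3.05 for Tgtp1, 2.97 for Gm4951, 2.56 for Spats2l, 2.55 for Trim30d, 2.34 for Bmp6, 1.74 for Tspoap1, -1.89 for Padi2, -1.41 for Mnd1 and -1.26 for Psg17. All 10 were called the same way under both rescalings. A rescaling shifts all genes of a library alike and moved these changes little, that of Poln in knockdown cells to 4.02 and 4.06. The calls therefore do not hang on the choice among these scale factors, and other faults of the normalization were not tested. After thinning, 9 of the 10 were called in all 3 comparisons, and Spats2l was not under GSK3368715 (0.48, adjusted p = 0.063 from limma), so for it a difference in library depth stays open. Without vehicle 2, vehicle 3, GSK3368715 2 or GSK3368715 3, Spats2l also lost its GSK3368715 call at full depth (0.47 to 0.64, adjusted p from 0.051 to 0.080 from limma), as Padi2 did without vehicle 3 (-1.08, 0.056) or GSK3368715 2 (-0.85, 0.051).

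Reads shared with near-identical copies or overlapping genes were tested for the named genes that have them. For Poln, the overlapping gene Haus3 rose in 0 of the 3 comparisons and fell by 0.65 under MS023 (adjusted p = 2.6e-04 from limma) and by 0.54 under GSK3368715 (adjusted p = 0.0027), so a rise of Haus3 does not explain it. Reads moving from Haus3 to Poln would lower Haus3, and the sum of both genes changed by 0.099 in knockdown cells, with overlap between the groups (1240 ± 102 to 1331 ± 159 normalized counts, SD, n = 3), by -0.29 under MS023 and by -0.26 under GSK3368715. Such a shift stays open in all 3 comparisons, because Haus3 holds most of the reads of the sum. Summed with their copies, Tgtp1 changed by 2.29 and Ifit3 by 1.06 in knockdown cells, which argues against a shift of reads between copies. The copy of Mnd1, Mnd1-ps, is listed at 0 in every library, so that the sum under MS023, -3.37, is that of Mnd1 alone and decides nothing. The sum for Gm20458 under MS023, -0.059, is consistent with reads moving between it and the genes whose exons it shares. For Ahcy in knockdown cells the sum changed by -0.46 (8603 ± 341 to 6266 ± 326 normalized counts, SD, n = 3), and how much of its fall is a shift between copies cannot be told apart from a fall of the gene, because the copies hold most of the reads.

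The splits of the libraries into other groups of the same sizes bear on all the counts. In knockdown, MS023 and GSK3368715 cells, 1 of 10 splits gave as many genes called, the real one, and for the pooled inhibitors 1 of 84, with 214 genes in the next largest. Enrichment scores were counted over the same splits, and 10 splits cannot give a share under 0.1. In knockdown cells a score as far from 0 was given by 1 of 10 splits for the interferon alpha, interferon gamma and E2F lists, 2 for the inflammatory response list, 4 for MYC targets v1 and 5 for the IL6-JAK-STAT3 and MYC targets v2 lists. Under MS023 the numbers were 2 for interferon alpha, 1 for interferon gamma, 4 for the inflammatory response and IL6-JAK-STAT3 lists, 3 for both MYC lists and 6 for E2F, and under GSK3368715 they were 2, 1, 4, 1, 6, 3 and 7 in the order of interferon alpha, interferon gamma, inflammatory response, IL6-JAK-STAT3, MYC targets v1, MYC targets v2 and E2F. In the same order, 10, 8, 17, 22, 29, 24 and 51 of the 84 splits of the pooled design gave such a score. Splits that keep 2 of the 3 libraries of a group together still hold part of the treatment effect, so these counts do not show how often chance alone gives such a score.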

How the results depend on the processing

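None of the alternatives here was chosen after the result was seen, except the Reactome interferon sets. Among results that answer a comparison, 298 values under alternatives and 261 with a library left out kept their direction and their side of the threshold, or stayed within 1.5 times the count. The exceptions follow, and their cause was not tested unless the alternative itself shows it.

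The numbers of genes called fell by construction when an absolute log2 fold change of at least 1 was required, to 275 in knockdown cells, 365 under MS023, 114 under GSK3368715, 248 for both inhibitors and 4 between the inhibitors. GSK3368715 had 597 genes with only the groups compared in the fit. The difference between the inhibitors moved most, with 38 genes without the filter on low counts, 8 without a trend and 372 with DESeq2. Across the fits that each left out 1 library, the numbers ran from 652 (without shControl 1) to 2472 in knockdown cells, from 2409 (without MS023 2) to 3726 under MS023, from 586 (without vehicle 3) to 1274 under GSK3368715, from 1509 (without vehicle 3) to 3111 for both inhibitors, and from 2 (without MS023 1) to 114 (without vehicle 2) between them. Of the 13 RT-qPCR genes, 7 (without GSK3368715 2) to 11 were called under GSK3368715.

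Libraries with the same number deviated together weakly or not at all. The correlations of their deviations were 0.06, 0.12 and 0.08 in the knockdown experiment and ran from -0.10 to 0.11 in the inhibitor experiment. Libraries with different numbers were not compared, and the block raised the number of genes called in knockdown cells. Pairing in the knockdown experiment therefore stays open. With the replicate number as a block, 2671 genes were called in knockdown cells and 4 between the inhibitors. The blocked fry test gave adjusted p-values of 0.025 for the IL6-JAK-STAT3 list and 0.104 for both MYC lists in knockdown cells, 0.072 for the inflammatory response and 0.058 for the MYC targets v1 list under MS023, 0.058 for the inflammatory response, 0.405 for the MYC targets v1, 0.064 for the MYC targets v2 and 0.363 for the E2F list under GSK3368715, and 0.165 for the MYC targets v1 and E2F lists with both inhibitors. These calls differ from those of the classic score, mostly because of fry itself: against fry without the block, only the calls of the inflammatory response list under GSK3368715 (0.031) and the MYC targets v1 list under MS023 (0.025) were lost. The block moved no other count of genes by over 1.5 times. Myc under MS023 was among the single genes that lost their call (-0.34, adjusted p = 0.065 from limma, against 0.0034 to 0.098 over its alternatives).

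With camera and an estimated correlation, calls were lost for MYC targets v1 (adjusted p = 0.310) and v2 (0.315) in knockdown cells. Every list lost its call under MS023, with 0.284 for interferon alpha, interferon gamma and IL6-JAK-STAT3, 0.322 for the inflammatory response and MYC targets v1 and 0.314 for MYC targets v2 and E2F. The same held under GSK3368715, with 0.156 for interferon alpha, interferon gamma and IL6-JAK-STAT3, 0.395 for the inflammatory response and MYC targets v2 and 0.605 for MYC targets v1 and E2F. It also held for both inhibitors, with 0.130 for interferon alpha, 0.120 for interferon gamma and IL6-JAK-STAT3, 0.334 for the inflammatory response and MYC targets v2 and 0.446 for MYC targets v1 and E2F. With the preset correlation of 0.01, the inflammatory response list was lost under MS023 (0.196), GSK3368715 (0.147) and both (0.132), and E2F under GSK3368715 (0.087).

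Under fry the IL6-JAK-STAT3 list passed the threshold in knockdown cells (adjusted p = 0.0046), and calls were lost for MYC targets v1 (0.082) and v2 (0.075) in knockdown cells, the inflammatory response list under MS023 (0.055), MYC targets v1 (0.330), v2 (0.078) and E2F (0.265) under GSK3368715, and MYC targets v1 and E2F with both inhibitors (0.103 each). With the weighted score, calls were lost for MYC targets v1 in knockdown cells (-1.20) and under GSK3368715 (-1.15), for E2F under GSK3368715 (-1.13), and for the inflammatory response (1.25) and IL6-JAK-STAT3 (1.36) lists under MS023. The inflammatory response list was also lost under MS023 with ranking by the moderated t (1.55), and under GSK3368715 without the filter (1.32) and with either rescaling (1.55 each). With single libraries left out, its NES ran from 1.16 to 1.83 under MS023, 1.34 to 1.86 under GSK3368715 and 1.57 to 1.83 for both, and that of the IL6-JAK-STAT3 list from 1.41 to 2.10 under MS023. The calls lost are those without vehicle 1, 2 or 3 or MS023 3 (1.16), without vehicle 3 or GSK3368715 2 (1.34), without vehicle 1 (1.57), and without MS023 2 or 3 (1.41). The interferon lists kept their calls in all fits other than camera with an estimated correlation in the inhibitor libraries.

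With the Reactome sets, the interferon alpha/beta set scored 1.76 in knockdown cells, 1.81 under MS023, 2.27 under GSK3368715 and 2.06 for both, and the interferon gamma set 4.30, 4.16, 4.48 and 4.42, all past the threshold.

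Among the genes reported singly, signs were reversed only for genes near no change, none of them called. Prmt1 under GSK3368715 was 0.0025 with the same total in every library and ran from -0.039 to 0.031 (without GSK3368715 2). Without shPrmt1 2, Tbk1 in knockdown cells was -0.010 (range to 0.20) and Irf3 0.011 (range from -0.27). Cgas under MS023 ran from -0.020 (without vehicle 1) to 0.06, Irf3 under MS023 from -0.0024 (without vehicle 2) to 0.16, and Tbk1 under GSK3368715 from -0.19 to 0.041 (without GSK3368715 3). For single genes named in the text, 25 values became weaker and 1 stronger under other alternatives, and 55 became weaker and 2 stronger with a library left out.

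The agreement of MS023 with GSK3368715 (r = 0.758) was 0.794 with a pseudocount of 5, 0.803 with a minimum of 50 normalized counts and 0.753 without the interferon lists, and that of knockdown with inhibition (r = 0.533) was 0.549, 0.564 and 0.517. Depth limits what can be said of Ifnb1 and Cxcl11 in knockdown cells, with at most 9 reads per group.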

Differences from the paper's values

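No test in this part was chosen after its result was seen, except the Reactome interferon sets. The other alternatives named are those set before the data were examined. A score was taken as near the paper's when neither was more than 1.5 times the other, and a log2 change when the distance was at most the larger of the SDs of the 2 changes, so a near value may still lie well short of the paper's. The NES that the paper reports in its text are 2.55 for interferon alpha and 2.51 for interferon gamma in knockdown cells, against 6.11 and 5.85 here. Of 11 alternatives, only the weighted score came near, with 2.92 and 2.82. The Reactome sets in place of the lists, which were chosen after seeing the values, came near for interferon alpha (1.76) and not for interferon gamma (4.30).

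Read by eye from Fig. 4c–e, the paper's NES in knockdown cells were about -1.5 for E2F targets and about -1.6 for MYC targets v2, against -3.39 and -2.40 here, and its ES for interferon gamma was about 0.73 against 0.41. Alternatives that came near were the weighted score for E2F (-1.51) and the interferon gamma ES (0.72), and 5 of 11 for MYC targets v2, among them the weighted score (-1.69). For both inhibitors, read by eye from Fig. 5b–d, the paper's NES were about 2.6 for interferon alpha, about 2.5 for interferon gamma, about -1.6 for E2F, about -1.8 for MYC targets v1 and about -1.9 for MYC targets v2, against 5.95, 6.30, -2.87, -4.56 and -2.99 here. Its ES for interferon gamma was about 0.64 against 0.41. The weighted score gave 2.68, 2.596, -1.51, -1.65 and -1.92, and an ES of 0.65. It was the only one of 14 alternatives that came near for both interferon NES and MYC targets v1, while 2 did for E2F and 4 each for MYC targets v2 and the interferon gamma ES. The Reactome sets, chosen after seeing the values, came near for the interferon alpha NES (2.06) and not for the interferon gamma NES (4.42). Their interferon gamma ES, 0.44, is within 1.5 times of the paper's but moved little from 0.41. The paper's methods name the classic score, which was the main choice here.

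Of 10 RT-qPCR genes compared in knockdown cells, 7 differed. For these, the paper's source data give log2 changes of 5.96 for Ccl5, 5.923 for Cxcl10 and 4.994 for Gbp2. They give 3.598 for Gbp4, 5.798 for Ifit3, 2.463 for Irf7 and 4.288 for Rsad2. The sequenced libraries gave -0.30, 1.20, 1.86, 2.52, 1.19, 1.804 and 1.68 in the same order. None of the alternatives came near any of these 7 values of the paper. Tmem140, Uba7 and Zbp1 were near, at 1.22, 1.72 and 2.06 against the paper's 1.39, 1.466 and 2.1. RT-qPCR and sequencing are different measurements, and the comparison is of their log2 changes.

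Under MS023, 7 of 12 genes compared differed, and the rest were near. The paper's values were 0.8692 for Ccl5, 2.263 for Cxcl10 and 1.636 for Rsad2, against 0.25, 0.77 and 0.94 here, with no alternative near. They were 1.549 for Cxcl11, 0.5354 for Ifit3, 0.4237 for Irf7 and 0.7371 for Tmem140, against 0.98, 1.06, 0.93 and 1.11. Cxcl11 came within the SD without vehicle 1 (1.23), and Ifit3, Irf7 and Tmem140 without vehicle 2 (0.84, 0.76 and 0.99), each by less than 50% of the distance to the paper's value. Under GSK3368715, 4 of 12 genes compared differed, and the rest were near. The paper's values were 1.309 for Ccl5, 2.333 for Cxcl10 and 1.773 for Rsad2, against 0.15, 1.08 and 0.97, with no alternative near. For Ifnb1 the paper's value was 1.468 against 0.80. There 4 of 18 alternatives came within the SD, the nearest without GSK3368715 3 (1.03).

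The paper states that IL6-JAK-STAT3 signaling rises in knockdown cells. The classic score here was 1.25 (adjusted p = 0.193 from fgsea), and the fry test called the list without (adjusted p = 0.0046) and with the replicate block (0.025). Camera did not call it, with adjusted p-values of 0.216 for an estimated and 0.149 for the preset correlation between genes. For Ccl5, which the paper shows as raised after Prmt1 depletion, no change was called.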

Other observations

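A comparison of levels between the 2 experiments was chosen after the result was seen. In CPM, the reads of a gene scaled to the same total in every library, interferon genes were higher in vehicle cells of the inhibitor experiment than in shControl cells. The median log2 ratio was 1.48 for the interferon alpha list, and in 84 of its 91 genes every vehicle library was above every shControl library. In 77 genes every vehicle library was also above every shPrmt1 library. The ratio was 0.95 for the interferon gamma list, 0.32 for the inflammatory response list, 3.01 for the RT-qPCR genes and 0.13 for all genes. Cxcl10 stood at 6.60 CPM in shControl, 15.6 in shPrmt1 and 30.8 in vehicle cells. In their central 95%, random lists matched on expression had medians of at most 0.174 for the interferon alpha, 0.165 for the interferon gamma and 0.221 for the inflammatory response list and 0.562 for the RT-qPCR genes, which argues against library depth and the separate normalization of the experiments as the whole cause. The cell populations, hairpin vectors, culture and sequencing batches differ between the experiments and cannot be told apart here. No test was made of a difference between the experiments.

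Cd274 encodes PD-L1, whose protein the paper measured in CT26 cells by immunoblot, which was not analysed here. In the sequenced libraries it rose from 71.7 ± 8.20 (SD, n = 3) to 141 ± 14.9 normalized counts in knockdown cells, a log2 fold change of 0.96 (standard error 0.15, adjusted p = 0.0050 from limma). It rose by 0.47 under MS023 (adjusted p = 0.0083) and by 0.60 under GSK3368715 (adjusted p = 0.0070).

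The log2 fold changes of Cgas were 0.11 in knockdown, 0.02 under MS023 and 0.17 under GSK3368715, those of Tbk1 0.11, 0.10 and -0.06, and those of Irf3 -0.16, 0.08 and 0.11, none of them called. Tbk1 in knockdown cells was -0.01 and Irf3 0.01 without shPrmt1 2, Cgas under MS023 was -0.02 without vehicle 1 and -0.01 without MS023 1, Irf3 under MS023 was -0.0024 without vehicle 2, and Tbk1 under GSK3368715 was 0.04 without GSK3368715 3. Sting1 was called under MS023 (0.36, adjusted p = 0.0019 from limma) and GSK3368715 (0.24, adjusted p = 0.036) and not in knockdown cells (0.29, adjusted p = 0.13). Its GSK3368715 call was lost without vehicle 1, vehicle 3, GSK3368715 1, GSK3368715 3, MS023 1 or MS023 3 (0.20 to 0.24, adjusted p from 0.054 to 0.119). In knockdown cells it was called without shPrmt1 2 (0.42, 0.0043). Of the 9 genes of the pathway list, Prmt1 included, 1 was called higher and 2 lower in knockdown cells, 2 higher and 2 lower under MS023, and 2 higher under GSK3368715.

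Further lists were tested with fry. The p53 target list was higher in knockdown cells (adjusted p = 5.6e-05, median 0.21, 9 of 21 genes called higher), under MS023 (0.017, median 0.07) and under GSK3368715 (0.023, median 0.13). The PRMT family list holds the targeted gene, so its value in knockdown cells (adjusted p = 9.4e-05) says nothing of the other members. Its median was -0.0082 there, with 4 of 8 genes higher and only Prmt1 called, and it did not pass the threshold under MS023 (0.268) or GSK3368715 (0.528). The cholesterol list was lower in knockdown cells (adjusted p = 2.7e-04), higher under MS023 (0.0022) and not called under GSK3368715 (0.226).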
